# High-fat and high-sucrose diet impairs female reproduction by altering ovarian transcriptomic and metabolic signatures

**DOI:** 10.1186/s12967-024-04952-y

**Published:** 2024-02-12

**Authors:** Congcong Liu, Yunde Dou, Mengge Zhang, Shan Han, Shourui Hu, Yuxuan Li, Zhiheng Yu, Yue Liu, Xiaofan Liang, Zi-Jiang Chen, Han Zhao, Yuqing Zhang

**Keywords:** Female reproduction, High-fat and high-sucrose, Polycystic ovary syndrome, Metabolism

## Abstract

**Background:**

Excessive energy intake in modern society has led to an epidemic surge in metabolic diseases, such as obesity and type 2 diabetes, posing profound threats to women’s reproductive health. However, the precise impact and underlying pathogenesis of energy excess on female reproduction remain unclear.

**Methods:**

We established an obese and hyperglycemic female mouse model induced by a high-fat and high-sucrose (HFHS) diet, then reproductive phenotypes of these mice were evaluated by examing sexual hormones, estrous cycles, and ovarian morphologies. Transcriptomic and precise metabolomic analyses of the ovaries were performed to compare the molecular and metabolic changes in HFHS mice. Finally, orthogonal partial least squares discriminant analysis was performed to compare the similarities of traits between HFHS mice and women with polycystic ovary syndrome (PCOS).

**Results:**

The HFHS mice displayed marked reproductive dysfunctions, including elevated serum testosterone and luteinizing hormone levels, irregular estrous cycles, and impaired folliculogenesis, mimicking the clinical manifestations of women with PCOS. Precise metabolomic overview suggested that HFHS diet disrupted amino acid metabolism in the ovaries of female mice. Additionally, transcriptional profiling revealed pronounced disturbances in ovarian steroid hormone biosynthesis and glucolipid metabolism in HFHS mice. Further multi-omics analyses unveiled prominent aberration in ovarian arginine biosynthesis pathway. Notably, comparisons between HFHS mice and a cohort of PCOS patients identified analogous reproductive and metabolic signatures.

**Conclusions:**

Our results provide direct in vivo evidence for the detrimental effects of overnutrition on female reproduction and offer insights into the metabolic underpinnings of PCOS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-04952-y.

## Background

The unhealthy modern lifestyles, characterized by excessive calorie consumption and physical inactivity, have led to an epidemic surge in metabolic diseases, imposing a substantial burden on global public health [1, 2]. Overnutrition-induced disturbances in glucose and lipid homeostasis have triggered multiple metabolic disorders, such as obesity, type 2 diabetes (T2D), dyslipidemia, and non-alcoholic fatty liver disease. Of particular note, the prevalence of obesity is higher in women than in men [3]. According to World Health Organization estimates, up to 55% of women are overweight or obese, and obesity rates among women of reproductive age are still on the rise worldwide [4]. Apart from metabolic diseases, obesity also causes multisystem complications in females, including cardiovascular diseases, stroke, endometrial cancer, infertility, and polycystic ovarian syndrome (PCOS) [5].

Obesity stands as a primary risk factor that detrimentally affects women’s reproductive health. Obese women are more likely to exhibit lower ovarian reserve, irregular estrous cycles, and ovulation disorders [6, 7]. It has been reported that up to 88% of women with PCOS, the most common metabolic and reproductive disorder in women of reproductive age, are overweight or obese [8]. Furthermore, interventions aimed at weight reduction have demonstrated their efficacy in enhancing reproductive outcomes in women with PCOS [9, 10].

Another detrimental consequence driven by an energy surplus is the onset of T2D, characterized by hyperglycemia and insulin resistance, which could lead to female subfertility by impairing oocyte maturation, embryo quality, and endometrial receptivity [11, 12]. Hyperglycemia also represents a critical risk factor for adverse pregnancy outcomes, death, and disability among women globally [1]. Taken together, there exists an inseparable link between overnutrition and female reproductive health. Despite these clinical associations, the precise pathophysiology of how overnutrition affects female reproduction remains elusive.

In this study, we established a mouse model with obesity and hyperglycemia induced by a high-fat and high-sucrose diet, which mimics the modern lifestyle of overnutrition, to explore its impacts on female reproduction. Transcriptomic and metabolomic analyses were conducted to uncover ovarian molecular and metabolic alterations. Additionally, we compared this mouse model with a cohort of women diagnosed with PCOS and identified similar phenotypic signatures, suggesting a metabolic pathogenesis for this reproductive disorder in females.

## Methods

### Animal studies

Wild-type C57BL/6J mice were purchased from Gempharmatech (Jiangsu, China). To mimic the modern lifestyle of overnutrition, 8-week-old mice were fed a high-fat and high-sucrose (HFHS, 45% kcal fat, 35% kcal carbohydrate, Research Diets) or normal chow diet (NCD, 15 kcal% fat, Beijing KeaoXieli Feed) for 12 weeks. Each experiment was repeated three times with a sample size of a total of 4 to 15 mice per group. Mice were anesthetized with Avertin (250 mg/kg, i.p.) during tissue collection and euthanized by cervical dislocation after tissue removal. The mice were maintained on a 12-h light/dark cycle and had ad libitum access to food and water.

### Human studies

PCOS patients and control women were recruited from the Reproductive Hospital of Shandong University between January and June, 2014. The clinical and biochemical parameters were collected. PCOS patients (64 cases) of Han Chinese women were enrolled according to the Rotterdam criteria, requiring the presence of at least two of following criteria: oligo- or anovulation, clinical or biochemical signs of hyperandrogenism, and polycystic ovary with exclusion of some androgen-secreting diseases [13]. Another 68 unrelated Han Chinese women with normal menstrual cycles (26–35 days per cycle), hormone levels, and ovarian morphology were selected as the control group.

### Histology assessment

Mouse ovaries, subcutaneous white adipose tissue (SAT), visceral white adipose tissue (VAT, specifically the periovarian adipose tissue), and livers were isolated and fixed in 4% paraformaldehyde overnight at 4 °C. After dehydration and clearing, the tissues were embedded in paraffin and sectioned at 5 μm. Serial 5 µm ovarian sections were obtained and stained with hematoxylin and eosin (HE) for morphological observation and follicle counting. The thickness of theca cell layer was measured using ImageJ software (USA). We identified primordial follicles (characterized by a layer of flattened GCs), primary follicles (characterized by a single layer of cuboidal GCs), secondary follicles (characterized by more than one layer of cuboidal GCs without a visible antrum), and antral follicles (characterized by antral spaces) and quantified them as described previously [14]. We counted the follicles only when the oocyte nucleoli were visible.

### Hormone measurement

Mouse blood was collected through puncture of the retro-orbital plexus, centrifuged at 3000 rpm for 10 min for serum isolation. Serum was stored at − 80 °C until hormone measurement. Serum concentrations of testosterone (T), progesterone, and estradiol were measured using radioimmunoassay at the Beijing North Institute of Biological Technology (Beijing, China). The levels of luteinizing hormone and follicle stimulating hormone in serum were measured with ELISA kits (Elabscience) according to the manufacturer’s instructions.

### Estrous cycle assessment

To assess the estrous cycle of mice, vaginal swabs were collected daily for 13 consecutive days [15]. The vaginal epithelial cells were collected in 20 μL 0.9% saline, transferred to slides for air drying, and fixed with 95% ethanol. After hematoxylin and eosin staining, the estrous cycle was assessed according to the previously described criterion [16].

### Metabolic studies

Whole body lean mass and fat mass were measured in avertin-anesthetized mice using dual energy X-ray absorptiometry. Plasma total cholesterol (TC), low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C), and triglyceride (TG) levels were determined enzymatically according to the manufacturer’s guidance (Applygen). For the glucose tolerance test, mice were fasted overnight for 16 h and then injected intraperitoneally with 1.5 g/kg body weight glucose. For the insulin tolerance test, mice were fasted for 6 h starting at 8 am and then injected with 1 IU/kg body weight insulin. Blood glucose levels were measured with a portable glucometer (Accu-Chek, Roche) at 0, 15, 30, 60, and 120 min after injection. Serum insulin levels were measured by Mouse Ultrasensitive Insulin ELISA kits (Alpco) as described before [17].

### RNA isolation and qPCR analysis

Total RNA was extracted from ovaries using TRIzol reagent (Invitrogen) and reverse transcribed into cDNA using the Prime Script RT Kit with gDNA Eraser (Takara). The real-time PCR was performed using SYBR Premix Ex Taq Kit (Takara) on a Light Cycler 480 System (Roche). Results were normalized to the expression of housekeeping gene *Actin*. Primer sequences were listed in Additional file 1: Table S3.

### Ovarian precise metabolomics

The precise metabolomics, which is a robust non-targeted strategy for accurate quantitation and precise profiling of metabolomes [18], was conducted at LipidALL Technologies (Beijing, China). Polar metabolites were extracted from ovarian tissue using 500 µL of ice-cold methanol:H_2_O (4:1 ratio, vol/vol) containing 0.224 mM of Phenylhydrazine hydrochloride and two spoons of magnetic beads. Extracts were pooled into a single tube and dried in a SpeedVac under H_2_O mode. The dried extract was reconstituted in 2% acetonitrile in water prior to LC–MS analysis on an Agilent 1290 II UPLC coupled to Sciex 5600 + quadrupole-TOF MS. For reverse phase chromatography, polar metabolites were separated on a Waters ACQUITY HSS-T3 column (3.0 × 100 mm, 1.8 μm). MS parameters for detection were as follows: ESI source voltage positive ion mode 5.5 kV, negative ion mode − 4.5 kV; vaporizer temperature, 500 ℃; drying gas (N2) pressure, 50 psi; nebulizer gas (N2) pressure, 50 psi; curtain gas (N2) pressure, 35 psi; The scan range was m/z 60–800 [19]. Information-dependent acquisition mode was used for MS/MS analyses of the metabolites. Collision energy was set at 35 ± 15 eV. Data acquisition and processing were performed using Analyst^®^ TF 1.7.1 Software (AB Sciex, Concord, ON, Canada). PeakView 2.2 (AB Sciex, Concord, ON, Canada) was applied to extract MS/MS data and perform comparisons with the Metabolites database (AB Sciex, Concord, ON, Canada), HMDB and standard references to annotate ion identities [18]. A cocktail of 47 isotopically-labeled internal standards was spiked into the samples for metabolite quantitation. Peak areas of endogenous metabolites were normalized to the areas of their corresponding isotopically labeled structural analogues for quantitation.

### RNA-sequencing and analysis

Total RNAs of ovaries from mice subjected to either an NCD or an HFHS diet were extracted using TRIzol reagent. The extracted RNAs were used to construct RNA libraries with the NEBNext Ultra RNA Library Prep Kit for Illumina from New England Biolabs. These cDNA libraries were then sequenced using an Illumina Novaseq6000 platform by Gene Denovo Biotechnology (Guangzhou, China). Following sequencing, the obtained reads were subjected to a filtering process to remove any low-quality reads, and the remaining clean reads were aligned to a reference genome using the HISAT2 software (version 2.2.4). Bioinformatic analysis was conducted on OmicShare platform of Gene Denovo Biotechnology. Differentially expressed genes were identified with a *P*-value < 0.05 and a fold change > 1.5 between the two groups.

### Metabolomic and multi-omics data analyses

Principal component analysis (PCA), orthogonal partial least squares discriminant analysis (OPLS-DA), and corresponding score plot were conducted on the OmicShare platform. Pathway analysis overview, and metabolite set enrichment analysis were performed using MetaboAnalyst 5.0. To support data-driven network analysis, we have implemented the well-established debiased sparse partial correlation (DSPC) algorithm. Network graphs are optimized by Cytoscape. Using the joint-pathway analysis module of MetaboAnalyst 5.0, we performed integrated metabolic pathway analysis on results obtained from combined metabolomics and gene expression studies conducted under the same experimental conditions. Differentially metabolites were identified with the *P*-value < 0.05 and variable importance in projection (VIP) score > 1 between the two groups.

### Statistical analysis

The results are presented as mean ± SEM for the indicated number of observations. A two-tailed unpaired Student’s t-tests were conducted to compare two groups and one-way ANOVA for comparisons among multiple groups. Statistically significant differences were defined as *P* < 0.05.

## Results

### HFHS diet induces obesity and lipid metabolic disturbances in female mice

To elucidate the impact of contemporary dietary patterns on female health, we established a high-fat and high-sucrose (HFHS) induced female mouse model. As expected, the body weight of these mice on the HFHS diet significantly increased compared to the normal chow diet (NCD) (Fig. 1A). Fat mass of the HFHS mice was increased by 2.12-fold compared to controls, while the lean mass was reduced by 17% (Fig. 1B), confirming the successful establishment of obesity. We further measured serum cholesterol and triglyceride levels in these mice. We found that the serum levels of total cholesterol (TC, Fig. 1C), low-density lipoprotein cholesterol (LDL-C, Fig. 1D), as well as high-density lipoprotein cholesterol (HDL-C, Fig. 1E) were all significantly elevated in HFHS mice. In addition, serum triglyceride (TG) levels were markedly increased by the HFHS diet (Fig. 1F). These results revealed that HFHS diet induces metabolic disturbances of both cholesterol and triglyceride in female mice.

**Fig. 1:**
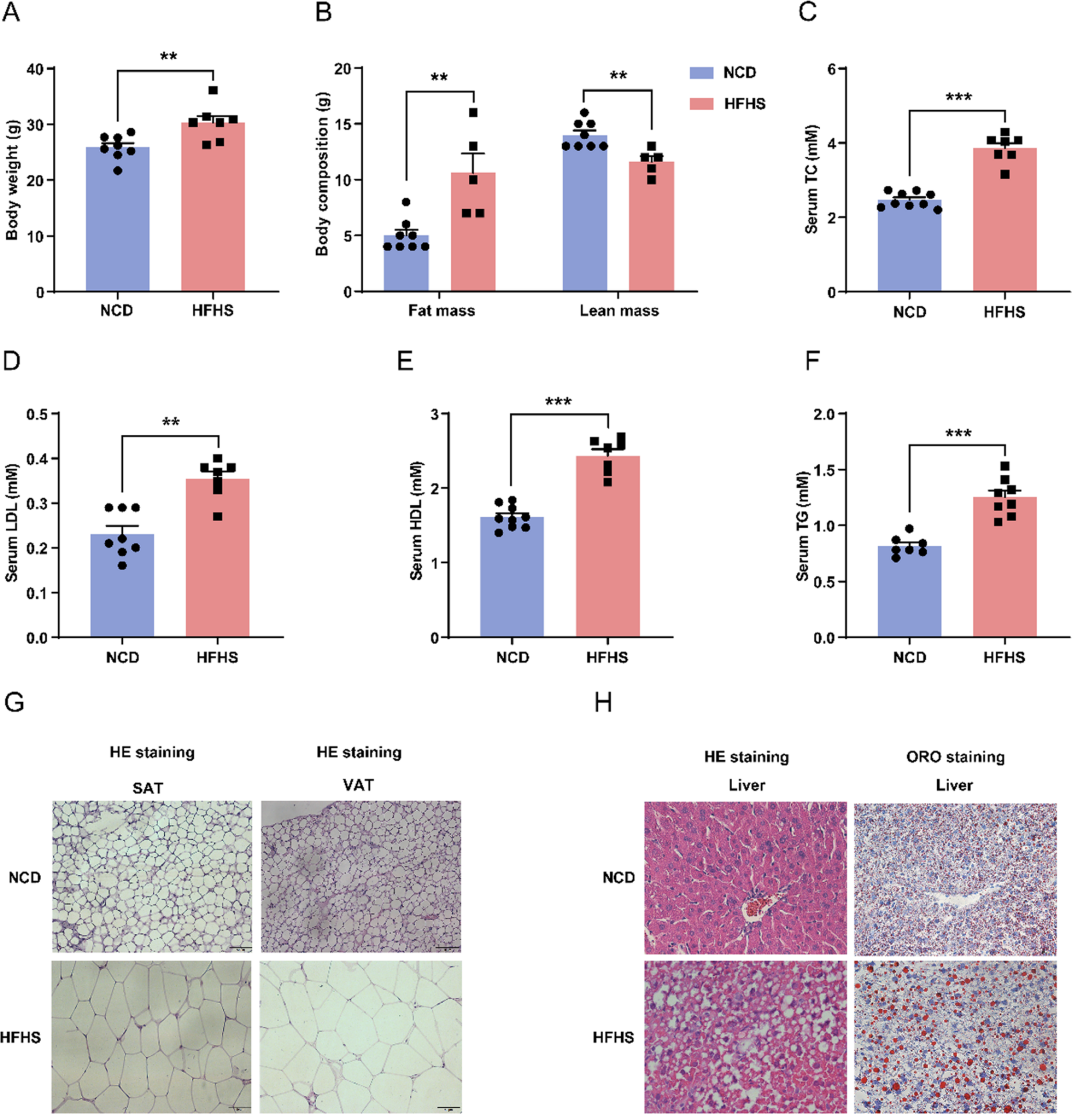
HFHS diet induces obesity and lipid metabolic disturbances in female mice. **A** Body weights of control and HFHS mice (control, n = 8; HFHS, n = 7). **B** Levels of fat mass and lean mass from control and HFHS mice detected by dual-energy X-ray absorptiometry (control, n = 8; HFHS, n = 5). **C** Serum levels of total cholesterol (TC) (control, n = 9; HFHS, n = 7). **D** Serum levels of low-density lipoprotein (LDL) (control, n = 8; HFHS, n = 7). **E** Serum levels of high-density lipoprotein (HDL) (control, n = 9; HFHS, n = 7). **F** Serum levels of triglyceride (TG) (control, n = 7; HFHS, n = 8). **G** Representative H&E staining images of SAT and VAT in control and HFHS mice. **H** Representative H&E and Oil Red O staining images of livers in control and HFHS mice. Data are presented as mean ± SEM, **P < 0.01, ***P < 0.001

Adipose tissue is a major site of lipid storage. In these HFHS mouse models, hematoxylin and eosin (H&E) staining revealed that subcutaneous white adipose tissue (SAT) adipocytes were significantly lager (Fig. 1G; Additional file 1: Fig. S1A). Studies have shown that SAT has a limited ability to increase its mass. When SAT reaches its maximum expansion capacity, lipids can spill over into liver and other intraperitoneal tissues [20]. We then examined the morphology of visceral white adipose tissue (VAT), specifically the periovarian adipose tissue. We observed that the sizes of VAT adipocytes in HFHS mice were enlarged, and quantification analysis showed that their mean area was 23-fold larger than that of the control group (Fig. 1G; Additional file 1: Fig. S1B). Since adipocyte size reflects the balance between triglyceride storage and mobilization, and the liver is the central regulatory organ for lipid metabolism. To investigate whether HFHS diet disrupts hepatic lipid metabolism, we performed H&E and Oil Red O (ORO) staining and identified striking steatosis and lipid accumulation in hepatocytes of HFHS mice (Fig. 1H). Taken together, these findings demonstrate that the HFHS diet causes obesity, hypercholesterolemia, hyperlipidemia, and non-alcoholic fatty liver disease in female mice.

### HFHS diet leads to hyperglycemia and insulin resistance in female mice

To further determine the effect of HFHS diet on glucose homeostasis, we analyzed fasting blood glucose (FBG) levels of these mice. The 6-h and 16-h FBG levels were significantly elevated after HFHS feeding, reaching 11.7 and 8.9 mM, respectively (Fig. 2A). Correspondingly, their serum insulin levels increased by 65% after HFHS feeding (Fig. 2B). HOMA-IR, an index that indicates the degree of insulin resistance, also significantly increased in the mice subjected to HFHS diet (Fig. 2C).

**Fig. 2:**
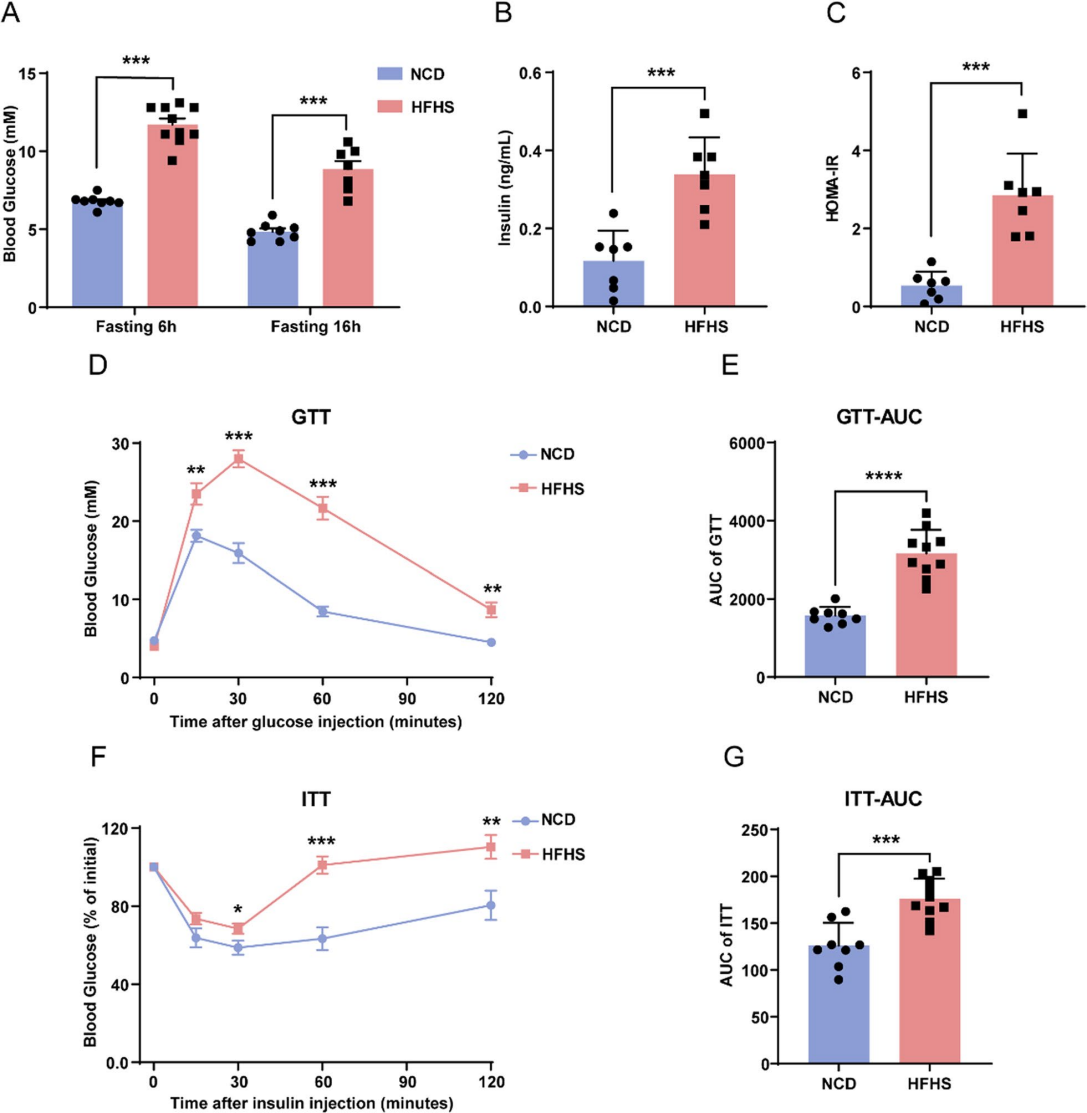
HFHS diet leads to hyperglycemia and insulin resistance in female mice. **A** Blood glucose levels in control and HFHS mice after fasting for 6 h or 16 h (control, n = 8; HFHS, n = 7–10). **B** Serum insulin levels of control and HFHS mice after fasting for 6 h (n = 7). **C** HOMA-IR in control and HFHS mice after fasting for 6 h (n = 7). **D**, **E** GTT and the related AUC in control and HFHS mice (control, n = 8; HFHS, n = 10). **F**, **G** ITT and the related AUC in control and HFHS mice (control, n = 8; HFHS, n = 10). Data are presented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Using the glucose tolerance test (GTT), we discovered a significant impairment of glucose tolerance in HFHS mice, with a 2-h blood glucose level of 8.7 mM in the HFHS group, 1.93-fold compared to controls (Fig. 2D). The area under the curve (AUC) values were approximately twice those of the control group (Fig. 2E). We further directly examined the insulin sensitivity of these mice. The insulin tolerance test (ITT) revealed elevated blood glucose levels after insulin administration in HFHS mice, highlighting a suppressed capacity for insulin-induced glucose clearance (Fig. 2F, G). Therefore, HFHS diet causes hyperglycemia, impaired glucose tolerance, and insulin resistance in female mice, reflecting diabetic phenotypes.

### HFHS diet causes hormonal imbalance and irregular estrous cycles in mice

Sexual hormone synthesis and secretion are fundamental functions of the ovary. To determine the impacts of HFHS diet on ovarian function, the serum levels of sexual hormones were measured. The results showed that serum testosterone (T) levels of HFHS mice were significantly elevated than those of control mice (Fig. 3A). Although not statistically significant, levels of estradiol and progesterone were also elevated (Fig. 3B, C). The serum levels of luteinizing hormone (LH) notably increased in HFHS mice, exhibiting a 3.25-fold elevation compared to NCD mice (Fig. 3D), while the follicle stimulating hormone (FSH) levels did not exhibit a significant difference between the two groups (Fig. 3E). Besides, the LH/FSH ratio was significantly higher in the HFHS group compared to the control group, with a fold change of 2.30 (Fig. 3F). It is worth noting that this sexual hormone profile of HFHS mice is similar to the sexual hormones changes observed in PCOS patients, characterized by abnormally elevated T and LH/FSH levels [21].

**Fig. 3:**
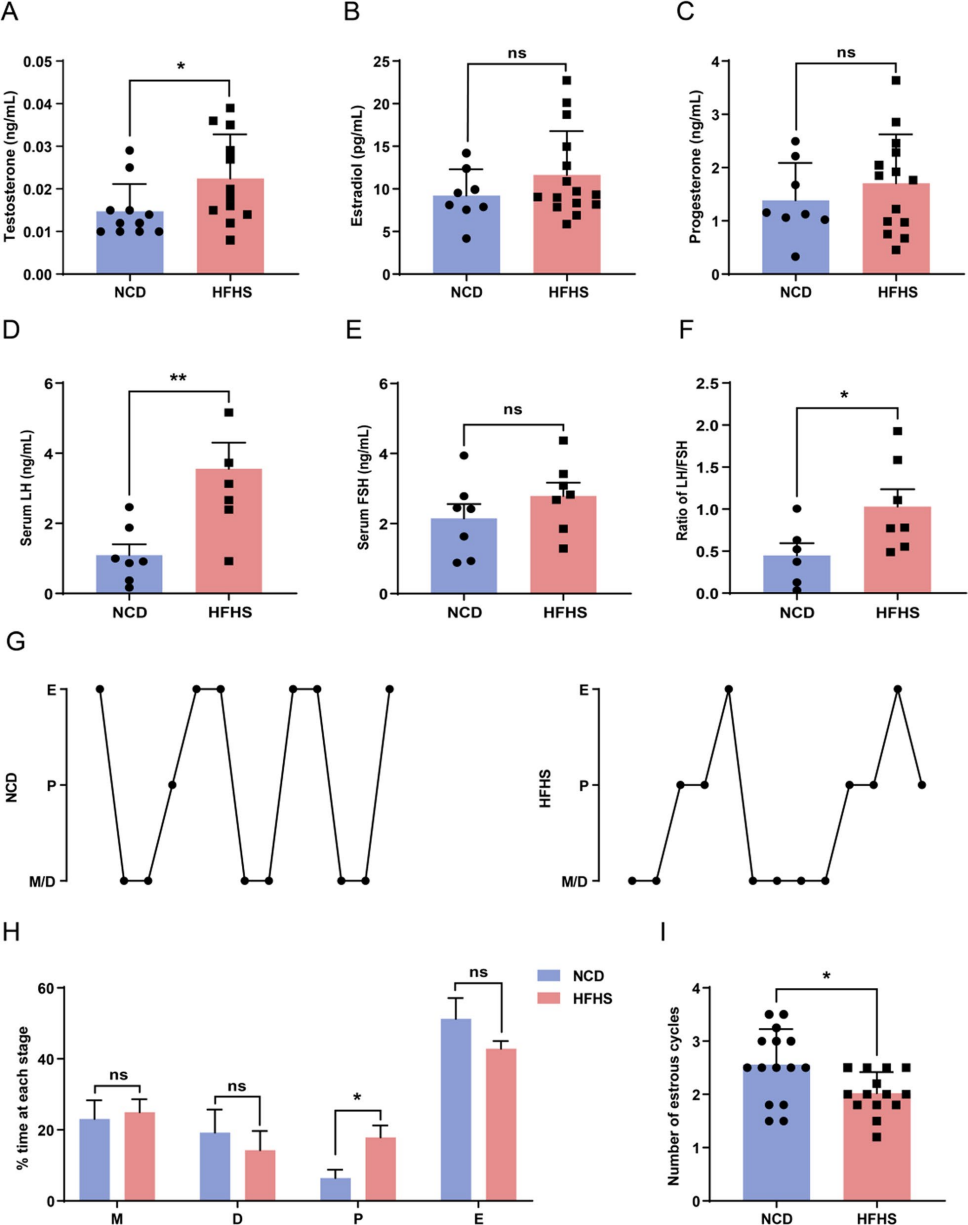
HFHS diet causes hormonal imbalance and irregular estrous cycles in mice. **A** Measurement of serum testosterone (T) levels in serum of control and HFHS mice (control, n = 11; HFHS, n = 12). **B** Measurement of estradiol in serum of control and HFHS mice (control, n = 8; HFHS, n = 15). **C** Measurement of progesterone in serum of control and HFHS mice (control, n = 8; HFHS, n = 15). **D** Serum luteinizing hormone (LH) levels of control and HFHS mice (control, n = 7; HFHS, n = 6). **E** Serum follicle stimulating hormone (FSH) levels of control and HFHS mice (n = 7). **F** Ratio of LH/FSH of control and HFHS mice (control, n = 6; HFHS, n = 7). **G** Representative estrous cycles of control and HFHS mice. Vaginal cytology was assessed for 13 days. M, metestrus; D, diestrus; P, proestrus; E, estrus. **H** Quantitative analysis of estrous cycles in control and HFHS mice (control, n = 6; HFHS, n = 7). **I** The number of total intact cycles during the estrous assessment period (control, n = 15; HFHS, n = 14). Data are presented as mean ± SEM, ns = not statistically significant, *P < 0.05, **P < 0.01

Further assessment of estrous cycles revealed irregularity in the HFHS mice (Fig. 3G), which was characterized by an increased proestrus ratio, a reduced estrous ratio (Fig. 3H), and a diminished count of total intact estrous cycles (Fig. 3I). The above results confirm the detrimental effects of HFHS diet on female ovarian endocrine function.

### HFHS diet impairs folliculogenesis in female mice

To disclose potential morphological changes in the ovaries of HFHS mice, we performed H&E staining with ovarian sections. Despite no obvious differences in ovarian size (Fig. 4A), we noted a pronounced increase in the number of antral follicles in ovaries of HFHS mice. To comprehensively analyze the follicular development, we performed follicle counting using sequential ovarian sections. As shown in Fig. 4B, the number of antral follicles was significantly increased in HFHS mice compared to control mice. Moreover, we observed a significant increase in the number of primary follicles (Fig. 4B).

**Fig. 4:**
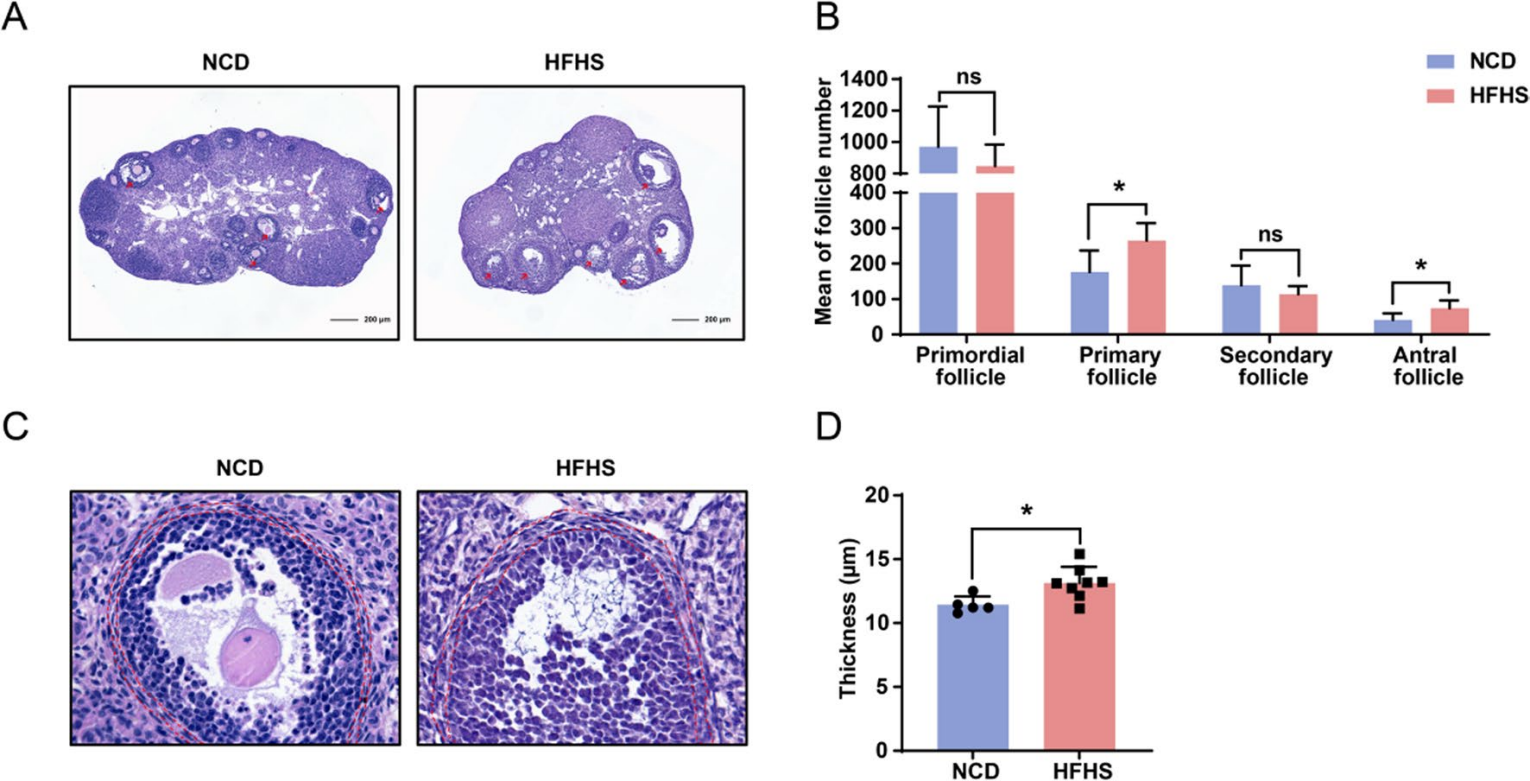
HFHS diet impairs folliculogenesis in female mice. **A** Ovarian morphology of control and HFHS mice. The red arrows indicate antral follicle. **B** Follicle counts of ovaries from control and HFHS mice (control, n = 5; HFHS, n = 8). **C** Representative theca cell layers of antral follicles in control and HFHS mice. **D** Quantitative analysis of thickness of theca cell layers in control and HFHS mice (control, n = 5; HFHS, n = 8). Data are presented as mean ± SEM, ns = not statistically significant, *P < 0.05

The ovarian theca cell is the primary cell type responsible for androgen production in females [22]. To investigate the potential involvement of theca cells in the elevated testosterone levels of HFHS mice, we measured the thickness of the ovarian theca cell layers in antral follicles (Fig. 4C). We found that the thickness of the theca cell layer was significantly increased in HFHS mice compared to control mice (Fig. 4D), suggesting hyperplasia of the theca cells in HFHS mice. These results indicate that the folliculogenesis was impaired by HFHS diet in mice, to some extent mirroring the ovarian changes seen in patients with PCOS [23].

### HFHS diet disturbs the ovarian metabolism of female mice revealed by metabolomics

To explore the influence of HFHS diet on ovarian metabolism, a precise metabolomic approach was employed to examine the ovarian metabolic profiles. This approach incorporates a comprehensive set of isotope-labeled standards covering major metabolic pathways for the quantification of polar metabolites, thus greatly improving the quantitative accuracy and precision of metabolite characterization [18]. Then a total of 252 metabolites were detected in the ovaries, classified into 46 classes, including amino acids, glycerophosphocholines, acyl carnitines, and others. Among all the detected metabolites, the most predominant category is amino acids, with 78 metabolites representing 31% of the total metabolites (Additional file 1: Fig. S2A). This metabolomic overview suggests that amino acids may play critical roles in ovarian metabolism.

Principal component analysis (PCA) of the metabolomic data showed a clear distinction between the two groups in PC1, which accounts for 29.4% of the metabolomic variation (Fig. 5A). Further analysis through orthogonal partial least squares discrimination analysis (OPLS-DA) revealed the metabolic deviations between HFHS mice and the control group (Additional file 1: Fig. S2B). Examination of the S-plot identified several phenotypic variables that were highly discriminative for HFHS mice, among which L-lactic acid, oxidized glutathione, and taurocholic acid, which were particularly significant (Additional file 1: Fig. S2C). These findings indicate that substantial metabolic perturbations were instigated in the ovaries of female HFHS mice.

**Fig. 5:**
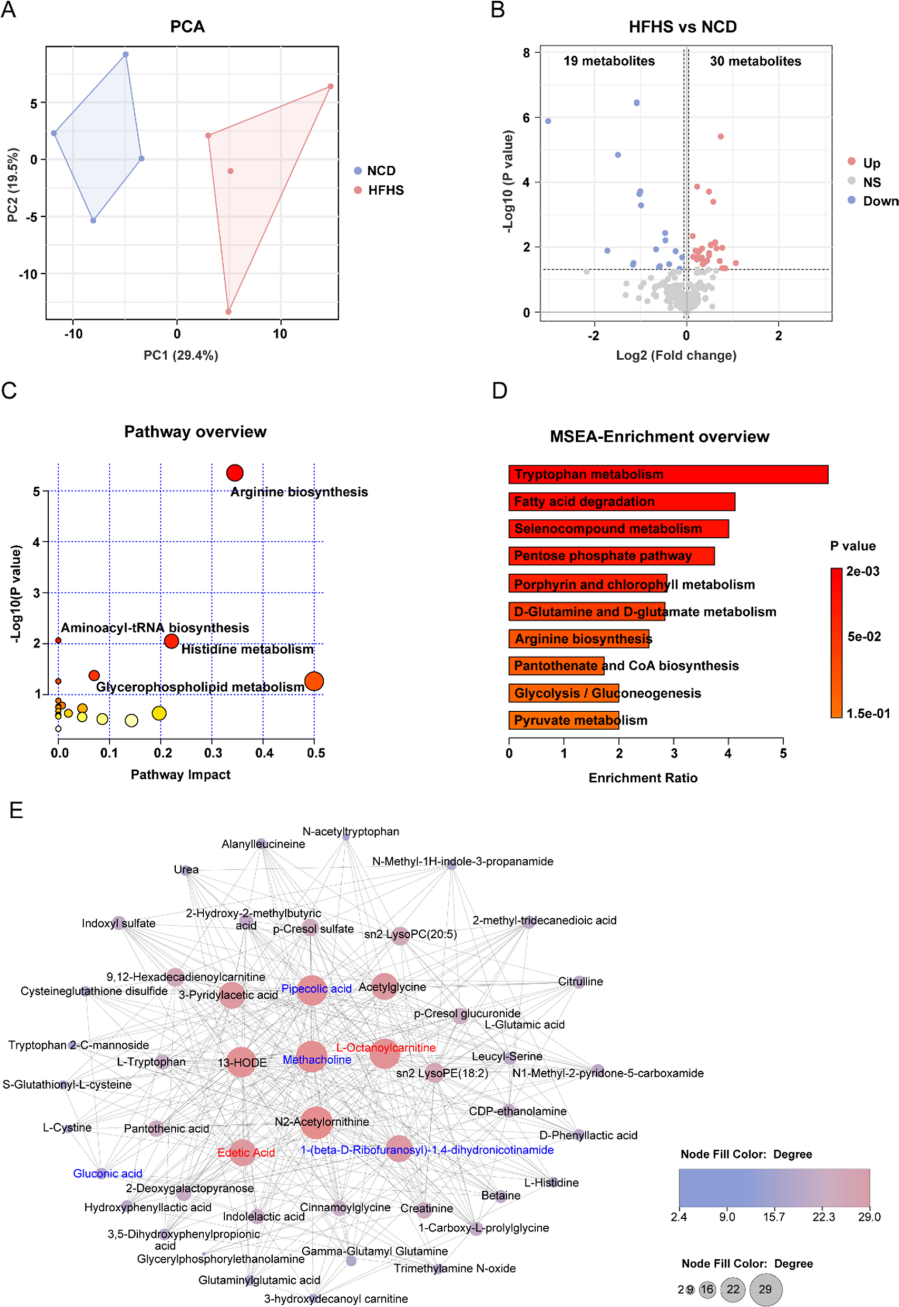
HFHS diet disturbs the ovarian metabolism of female mice revealed by metabolomics. **A** Principal components analysis (PCA) of metabolomics from control and HFHS mice ovaries (n = 4 for each group). **B** Volcano plot of differential metabolites identified in ovary metabolomics. Up-regulated metabolites are shown in red and down-regulated metabolites are shown in blue. **C** Pathway analysis overview of control and HFHS metabolomics. **D** Bar charts of metabolite set enrichment analysis of HFHS group compared to controls. **E** Displaying the differential metabolite network using debiased sparse partial correlation. The bubble size and color represents the significant magnitude of target metabolites enrichment

The analysis of differential metabolites identified 49 distinct metabolites in the ovaries of HFHS mice, of which 30 were up-regulated and 19 were down-regulated (Fig. 5B; Additional file 1: Table S1). Pathway enrichment and topology analysis of the 49 differential metabolites revealed several differential metabolic pathways between the HFHS and control ovaries, including arginine biosynthesis, histidine metabolism, aminoacyl-tRNA biosynthesis, and glycerophospholipid metabolism (Fig. 5C). Further metabolite set enrichment analysis revealed significantly enriched metabolic pathways in tryptophan metabolism, fatty acid degradation, selenocompound metabolism, and pentose phosphate pathway (Fig. 5D). Through debiased sparse partial correlation network analysis, we identified several key differential metabolites, including pipecolic acid, methacholine, 1-(beta-d-ribofuranosyl)-1,4-dihydronicotinamide (enriched in arginine biosynthesis), l-octanoylcarnitine, and edetic acid (enriched in glycerophospholipid metabolism and lipid metabolism, Fig. 5E). Taken together, these results suggest that HFHS diet instigates disturbed amino acid and glucolipid metabolism in the ovaries of female mice.

### Transcriptomic analysis reveals HFHS diet-induced dysregulations in ovarian steroid hormone synthesis and glucolipid metabolism

To gain insights into the molecular mechanisms underlying the HFHS-induced ovarian dysfunction, we profiled the transcriptomes of ovaries from mice fed either an NCD or HFHS diet. 

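RNA was sequenced from the ovaries of 8 female C57BL/6J mice, an inbred laboratory strain, of which 4 had received the NCD and 4 the HFHS diet. Total RNA was extracted with TRIzol, libraries were made with the NEBNext Ultra RNA kit and sequenced on an Illumina NovaSeq instrument, and the filtered reads were aligned with HISAT2. For each gene and ovary the authors deposited an expected count, which is not normalized and need not be whole, and an FPKM value, which is scaled to gene length and sequencing depth. The paper's text does not name the counting program, the genome build, the annotation or the program behind its test of differential expression, nor the estrous stage or the time of day at which these ovaries were collected. The table lists 22322 genes by their Ensembl ID, of which 3620 had no count in any ovary and 3204 (14.4%) had a value that was not whole in at least 1 ovary. Total counts were 20966979, 22094447, 21240849 and 15584908 in NCD replicates 1 to 4 (median 21103914), and 17075580, 18227040, 16955849 and 16113813 in HFHS replicates 1 to 4 (median 17015714). These totals overlapped between the diets (two-sided exact permutation test, p = 0.143). Ovaries of the same diet differed by more than counting noise, with a chi-square per degree of freedom between 8.54 and 32.56 over the pairs, and each was counted as a separate replicate.

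Expected counts were rounded to whole numbers and scaled with TMM normalization, which assumes that most genes do not change. The 14481 genes kept by edgeR's expression filter (smallest count 10) were tested with edgeR's quasi-likelihood test, and a gene was taken as a DEG at the thresholds of the paper, an unadjusted p under 0.05 and a fold change above 1.5. An adjusted p is given beside each unadjusted one, because an unadjusted threshold passes a share of unchanged genes. In simulated counts with the means and library sizes of these ovaries, this test at an adjusted p under 0.05 called 134 of 150 genes with a simulated change of at least 2-fold, and 6.3% of its calls were unchanged genes. The genes were simulated independently of each other and no ovary lay between the diets, so these rates need not hold for the real ovaries. Expression levels are TMM-normalized CPM values, given as mean ± SD over the 4 ovaries of a diet. Log2 fold changes are HFHS over NCD with their standard error (SE). Gene positions are from the GENCODE M21 annotation of GRCm38, matched by Ensembl ID. They were not used for counting, and reads of overlapping, antisense or near-identical genes could have been counted to either gene.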

PCA of the RNA sequencing (RNA-seq) data showed a clear distinction between the two groups (Fig. 6A). 

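PCA was run on the deposited FPKM values of all 22322 genes, centred and neither scaled nor log-transformed. PC1 held 81.4% of the variance and PC2 held 7.9%. The PC1 scores ran from −3419 to −942 in the NCD ovaries and from −114 to 3312 in the HFHS ovaries, with no overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). HFHS replicate 1 had the score of −114, and the other HFHS ovaries scored at least 1964. The diets were not separated on PC2 (two-sided exact permutation test, p = 0.943). The 13 genes of the mitochondrial genome held 79.1% of the squared loadings of PC1, of which mt-Co1 held 17.4% and mt-Nd1 held 13.1%. Together these genes took 6.36 ± 0.324% of the counts on the NCD and 5.19 ± 0.467% on the HFHS diet (SD, n = 4, two-sided exact permutation test, p = 0.0286). The log scale moved the result most. On log2 CPM of the tested genes, PC1 held 34% of the variance, and HFHS replicate 1 (−8.96) lay on the NCD side of NCD replicate 1 (−4.01), so that the exact permutation p rose to 0.0571.

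**Figure D1:**
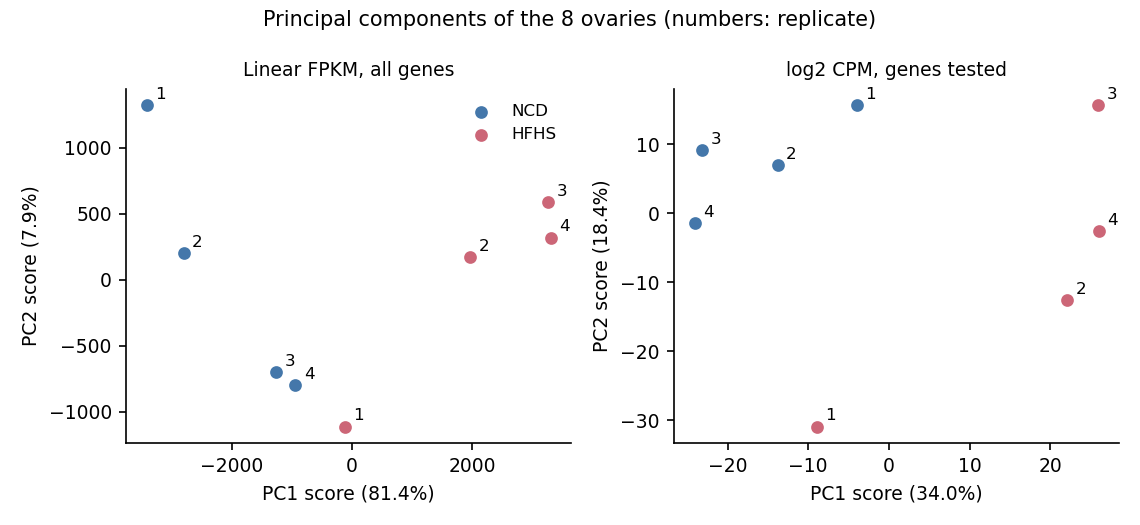
Scores of the 8 ovaries on PC1 (x axis) and PC2 (y axis), from FPKM of all genes (left, 81.4% and 7.9% of the variance) and from log2 CPM of the tested genes (right, 34% and 18.4%). Each point is 1 ovary labelled by its replicate number, blue for NCD and red for HFHS, and HFHS replicate 1 lies nearest to the NCD ovaries in the left plot.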

Differential gene expression analysis identified 350 up-regulated genes and 329 down-regulated genes in HFHS group compared with the NCD group (Fig. 6B). 

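Of the 14481 genes tested, 3004 had an unadjusted p under 0.05 on the HFHS diet against the NCD, 1529 higher and 1475 lower, where 724 would pass by chance. With the fold change threshold added, 266 genes were up-regulated and 296 were down-regulated. In 302 of these 562 DEGs the 4 HFHS values all lay on the same side of the 4 NCD values. This held for 12% of all tested genes, and chance gives 2.86%. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 181 genes differed, and 37 up-regulated and 62 down-regulated genes also passed the fold change threshold. The highest adjusted p among the DEGs was 0.241. Expression varied between ovaries of the same diet with a common biological coefficient of variation of 0.132. The alternative that moved the DEGs most was limma on log2(FPKM + 1), with 128 up-regulated and 138 down-regulated genes. Single ovaries carried much of the result: without HFHS replicate 1, there were 428 up-regulated and 427 down-regulated genes and 990 genes at an adjusted p under 0.05. That last number was 4 without HFHS replicate 4, 6 without HFHS replicate 2, 17 without NCD replicate 2, 23 without NCD replicate 3 and 46 without NCD replicate 4.

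In each of the 10 genes with the smallest p values past both the adjusted and the fold change threshold, 5 in each direction, every HFHS ovary lay on the same side of every NCD ovary. Acss1 (ENSMUSG00000027452, chromosome 2 from 150618105 to 150668500), which encodes a mitochondrial acetyl-CoA synthetase, had 66.7 ± 4.31 CPM on the NCD and 36.6 ± 3.42 CPM on the HFHS diet (SD, n = 4). Its log2 fold change was −0.87 (SE 0.078, adjusted p = 0.00589 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it kept an adjusted p under 0.05 in all 16 alternatives, with a highest value of 0.0355. The antisense gene E130215H24Rik overlaps it. Gm43951 fell by 1.28 on the log2 scale, Wnt10a by 2.25, Cyp26b1 by 2.29 and Rgcc by 1.38. Cyp26b1 (ENSMUSG00000063415, chromosome 6 from 84571414 to 84593908), which encodes a retinoic acid hydroxylase, had 16.0 ± 4.66 CPM on the NCD and 3.26 ± 0.727 CPM on the HFHS diet (SD, n = 4), with an adjusted p of 0.00772 from the same test. Among the up-regulated genes, Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) rose from 1.11 ± 0.137 to 3.33 ± 0.680 CPM (SD, n = 4), a log2 fold change of 1.58 (SE 0.208). Bmpr1b (ENSMUSG00000052430, chromosome 3 from 141837136 to 142169425) rose from between 95.6 and 119.8 CPM on the NCD to between 152.9 and 189.3 CPM on the HFHS diet, a log2 fold change of 0.64 (SE 0.088). Cacna1d, which the antisense gene Chdh overlaps, had a log2 fold change of 0.80, Ifit1 of 1.15 and Emilin2 of 0.64. All 5 up-regulated genes had an adjusted p of 0.0254 from the same test, which was above 0.05 for each of them without HFHS replicate 2, HFHS replicate 4 or NCD replicate 2, with a highest value between 0.0939 and 0.0985 over their alternatives. Nr4a3, Ifit1 and Emilin2 also lost it without NCD replicate 3 and with a block for the replicate number, and Cacna1d, Ifit1 and Emilin2 without NCD replicate 4. Of 16 alternatives, Bmpr1b kept an adjusted p under 0.05 in 13, Cacna1d in 12, Nr4a3 in 11, and Ifit1 and Emilin2 in 10 each. Of the down-regulated genes, Wnt10a lost it with the block, Cyp26b1 with the block and without HFHS replicate 4, and Rgcc without HFHS replicate 2 or HFHS replicate 4.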

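GO biological processes were tested among the 538 DEGs that carry one in the deposited annotation, against the 13879 tested genes that do, with a one-sided exact hypergeometric test. Each gene counted for the processes it is directly annotated to, without extension to their broader parent terms. Of 4444 processes with at least 5 genes, 304 had a p under 0.05 and 5 had a Benjamini-Hochberg adjusted p under 0.05 in this test. Response to bacterium held 24 DEGs of 134 genes, 4.62-fold more than expected (adjusted exact p = 1.3e-06), 13 of them up-regulated and 11 down-regulated. The members with the smallest p were Ifit1 (log2 fold change 1.15), Lrat (−0.90), Mt2 (−0.92) and Oas2 (0.97). Among its 11 down-regulated DEGs are the adipocyte markers Pck1 (−2.40) and Cfd (−1.51), the erythrocyte gene Hba-a1 (−0.62) and the luteal marker Prlr (−0.79). For these genes a change in the share of cells or tissue is not excluded. Cellular response to interferon-beta held 10 DEGs of 46 genes, 9 of them up-regulated (5.61-fold, adjusted exact p = 0.0181), with Ifit1, Ifit3 (0.92), Ifi206 (1.01) and F830016B08Rik (0.81) first. Ifit3 shares 51.2% of its 50-base words with Ifit3b, and Ifi206 shares 26.1% with Ifi208. The 5 DEGs of regulation of ribonuclease activity were all up-regulated (12.9-fold, adjusted exact p = 0.0212), and Oas1a and Oas1g among them share 57.6% and 54.7% of their words with each other. G protein-coupled receptor signaling pathway (31 DEGs of 353 genes, 2.27-fold, adjusted exact p = 0.0212) and lipid metabolic process (34 of 422, 2.08-fold, adjusted exact p = 0.0404) were the others, the latter with 23 of its 34 DEGs down-regulated.

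Inflammatory response held 22 DEGs of 245 genes, 13 up-regulated and 9 down-regulated (2.32-fold, adjusted exact p = 0.0917 from the same hypergeometric test with Benjamini-Hochberg adjustment). Immune response held 15 of 144 (2.69-fold, adjusted exact p = 0.139), innate immune response 25 of 325, of which 20 were up-regulated (1.98-fold, adjusted exact p = 0.189), and defense response to virus 15 of 149, of which 14 were up-regulated (2.60-fold, adjusted exact p = 0.166). Of the 20 GO terms in Fig. 6C, 11 have at least 5 directly annotated genes, and 4 of these had a p under 0.05 and 2 an adjusted p under 0.05 in the exact test. The number of processes at an adjusted p under 0.05 depended on single ovaries: it was 22 without HFHS replicate 1, 15 without NCD replicate 1, 9 without HFHS replicate 2 or 3, and 3 without HFHS replicate 4. Over the 18 alternatives, the adjusted p of response to bacterium lay between 2.0e-08 and 0.890 and passed 0.05 in 17. That of inflammatory response lay between 7.2e-05 and 1 and passed in 8. Cellular response to interferon-beta passed in 13 of the 18 and G protein-coupled receptor signaling pathway in 12. Lipid metabolic process passed in 11 and regulation of ribonuclease activity in 9. With each ovary left out in turn, these processes lost an adjusted p under 0.05 in 3, 1, 5 and 6 of the 8 fits, in the same order.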

By performing gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs), we found that pathways of immune activation and inflammatory response were significantly enriched (Fig. 6C). 

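KEGG pathways were tested in the same way among the 286 DEGs that carry a pathway in the deposited annotation, against 6167 annotated genes. Of 330 pathways with at least 5 genes, 46 had a p under 0.05 and 13 an adjusted p under 0.05 (one-sided exact hypergeometric test with Benjamini-Hochberg adjustment). Of the 20 pathways of Fig. 6D, 17 had a p under 0.05 and 9 an adjusted p under 0.05 in this test. The number of 9 fell to between 1 and 6 with each ovary left out in turn. Over the 18 alternatives it lay between 0 and 12. Cytokine-cytokine receptor interaction ranked first, with 25 DEGs of 166 genes, 16 up-regulated and 9 down-regulated (3.25-fold, adjusted exact p = 4.4e-05). Its members with the smallest p were Bmpr1b, Cx3cr1 (log2 fold change −0.86), Il33 (−0.89) and Il10rb (−0.62), and Il10rb shares 19.5% of its 50-base words with the overlapping gene Gm21970. Measles (16 DEGs of 124 genes, adjusted exact p = 0.0115), influenza A (16 of 135, adjusted exact p = 0.0172) and hepatitis C (15 of 135, adjusted exact p = 0.0348) had 14, 13 and 13 up-regulated DEGs. Over the 18 alternatives, measles, influenza A and hepatitis C kept an adjusted exact p under 0.05 in 8, 8 and 7. With each ovary left out in turn, they lost it in 7, 6 and 8 of the 8 fits. TNF signaling pathway held 12 DEGs of 107 genes, 11 of them up-regulated (2.42-fold, adjusted exact p = 0.0729).

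Among the metabolic pathways, PPAR signaling held 11 DEGs of 61 genes, 5 up-regulated and 6 down-regulated (3.89-fold, adjusted exact p = 0.0102 from the same hypergeometric test). Pparg (0.61) was higher on the HFHS diet, while Slc27a6 (−0.90), Acsl1 (−0.71) and Me1 (−0.85) were lower, and Me1 shares 26.5% of its words with Gm7049 and is overlapped by the antisense gene A330041J22Rik. All 7 DEGs of type II diabetes mellitus, of 36 genes, were up-regulated (4.19-fold, adjusted exact p = 0.0327), with Cacna1d, Pik3cd (0.59), Irs1 (0.60) and Socs1 (1.37) first. All 6 DEGs of pyruvate metabolism, of 37 genes, were down-regulated (3.5-fold, exact p = 0.00651, adjusted p = 0.119), with Acss1, Acot12 (−2.27), Ldhd (−0.79) and Me1 first. The adjusted p of these pathways moved with the processing. Over the 18 alternatives it lay between 8.9e-06 and 0.738 for PPAR signaling, below 0.05 in 11. For type II diabetes mellitus it lay between 0.0107 and 0.617, below 0.05 in 7, and for pyruvate metabolism between 0.0239 and 0.368, below 0.05 in 3. The number of pathways at an adjusted p under 0.05 was 1 without NCD replicate 3, 2 without HFHS replicate 2, 3 without HFHS replicate 4, 7 without NCD replicate 1 or 4, and 8 without HFHS replicate 3.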

KEGG-based pathway analysis revealed a significant enrichment in immunological pathways and metabolic pathways, including pyruvate metabolism, PPAR signaling pathway, and type 2 diabetes mellitus (Fig. 6D). 

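Steroid hormone biosynthesis ranked second of the 330 KEGG pathways by p. It held 8 DEGs of 31 genes, 3 up-regulated and 5 down-regulated, 5.56-fold more than expected (one-sided exact hypergeometric test, p = 6.0e-05, Benjamini-Hochberg adjusted exact p = 0.00993). The 4 DEGs with the smallest p were Cyp2e1 (log2 fold change −1.74, SE 0.391), Hsd11b2 (0.72, SE 0.172), Hsd11b1 (−1.25, SE 0.355) and Akr1c18 (−2.51, SE 0.857). In the first 3 of these genes the 4 HFHS ovaries lay on the same side of the 4 NCD ovaries, and in Akr1c18 they overlapped (two-sided exact permutation test, p = 0.0857). The over-representation of Steroid hormone biosynthesis kept an adjusted p under 0.05 in 10 of 18 alternatives, over which it ranged from 0.000882 to 1. With single ovaries left out, it was 0.0589 without NCD replicate 1, 0.079 without NCD replicate 3, 0.0638 without NCD replicate 4, 0.0646 without HFHS replicate 1, 0.119 without HFHS replicate 2 and 0.247 without HFHS replicate 4. Against all annotated genes as background the pathway was over-represented 2.5-fold (adjusted exact p = 0.153), and no gene of it was among the genes at an adjusted p under 0.05.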

To be noted, the steroid hormone biosynthesis pathway was significantly enriched in the HFHS ovarian transcriptome (Fig. 6D), which could account for the abnormal sexual hormone levels in these mice (Fig. 3A).

**Fig. 6:**
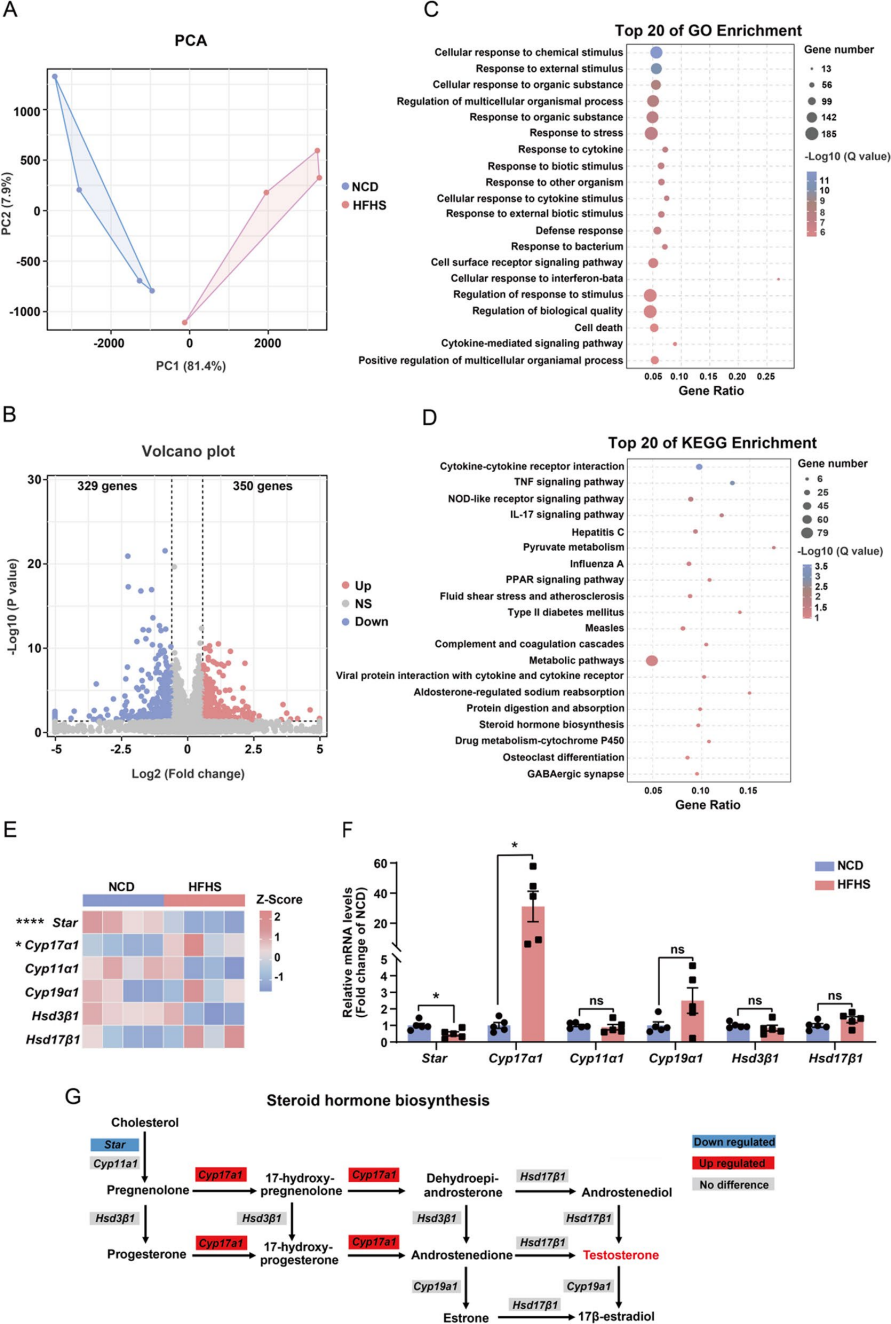
Transcriptomic analysis reveals HFHS diet-induced dysregulations in ovarian steroid hormone synthesis and glucolipid metabolism. **A** PCA of RNA-seq from control and HFHS mice ovaries (n = 4 for each group). **B** Volcano plot of differentially expressed genes (DEGs) identified in ovary RNA-seq. Up-regulated genes are shown in red and down-regulated genes are shown in blue. **C**, **D** Bubble diagrams for the top 20 gene ontology (GO; **C**) and KEGG (**D**) pathway enrichments of the HFHS transcriptomes. The bubble size represents the number of enriched genes, and the bubble color represents the significant magnitude of target gene enrichment. **E** Heatmap of genes involved in ovarian steroid hormone biosynthesis in the RNA-seq data (n = 4). **F** Relative mRNA expression levels of *Star, Cyp17a1, Cyp11a1, Cyp19a1, Hsd3b1, and HSd17b1* in ovaries of control and HFHS mice (n = 5). **G** Schematic diagram illustrating the changes in steroid hormone biosynthesis pathway in HFHS mice. Genes in red rectangular boxes are significantly up-regulated and those in blue boxes are significantly down-regulated in the HFHS transcriptomes. Data are presented as mean ± SEM, ns = not statistically significant, *P < 0.05, ****P < 0.0001

To investigate the common trends of changes in the ovarian gene set, we performed gene set enrichment analysis (GSEA) of the ovarian transcriptomes. The results revealed several up-regulated pathways, including steroid receptor-related pathways, PI3K-Akt signaling pathway, estrogen signaling pathway, apoptosis-related pathways, and TNF signaling pathway (Additional file 1: Fig. S3A–F). 

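GSEA was run with fgsea on the 14481 tested genes, ranked by the signal-to-noise ratio of log2(FPKM + 1) between the diets, since the paper's text does not name its ranking. The p values come from random gene sets of the same size, and so do not count correlation between the genes of a set. The sets of Fig. S3 are those that the paper reports from its own GSEA of these ovaries. An adjustment over the 10 sets run does not count other sets that may have been screened, so the adjusted p values are not independent evidence. TNF signaling pathway had a normalized enrichment score (NES) of 1.86 over 107 genes, of which 71 were higher on the HFHS diet (two-sided permutation p = 2.1e-05, adjusted over the 10 sets run 0.000206). Estrogen signaling pathway had an NES of 1.54 over 105 genes (permutation p = 0.00538, adjusted 0.0269). Its members with the smallest p, named after their values were seen, were Pik3cd (log2 fold change 0.59), Esr1 (−0.49), Fkbp4 (0.47) and Mmp9 (−1.16). Apoptosis had an NES of 1.42 over 129 genes, 79 of them higher (permutation p = 0.0187, adjusted 0.0291). PI3K-Akt signaling pathway had an NES of 1.06 over 301 genes, 166 of them higher (permutation p = 0.327). In the deposited annotation 2 genes carry steroid hormone receptor binding and 1 gene carries positive regulation of intracellular steroid hormone receptor signaling pathway, too few for a set test. The test moved the result most. Of the 10 sets run for Fig. S3, 7 had a p under 0.05 in the direction of the paper, against 5 with camera at an inter-gene correlation of 0.01 or with fry, and 1 with camera at the correlation estimated from these ovaries. Without NCD replicate 1 that number was 3. Apoptosis passed 0.05 no longer without NCD replicate 1 (NES permutation p = 0.0554) or NCD replicate 2 (permutation p = 0.0740).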

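In the same ranking, pyruvate metabolism had an NES of −1.64 over 37 genes, 23 of them lower on the HFHS diet (two-sided permutation p = 0.0101, adjusted over the 10 sets run 0.0291). Fatty acid degradation had an NES of −1.56 over 39 genes, 24 of them lower (permutation p = 0.0204), with Cpt1a (log2 fold change −0.45), Acsl5 (−0.27), Acsl1 and Eci1 (−0.27) as the members with the smallest p. The members of the sets of Fig. S3 were named after their values were seen. Glycerolipid metabolism had an NES of −1.35 over 48 genes (permutation p = 0.0626) and linoleic acid metabolism an NES of −1.72 over 15 genes (permutation p = 0.0195). Circadian rhythm had an NES of −1.35 over 29 genes, 19 of them lower (permutation p = 0.0885). Its members with the smallest p were Per3 (−0.54), Per2 (−0.47), Bhlhe41 (−0.45) and Nr1d1 (−0.67). Oxidative phosphorylation had an NES of −1.36 over 123 genes, 68 of them lower (permutation p = 0.0187), and its members with the smallest p are genes of the mitochondrial genome, mt-Nd6 (−0.68), mt-Nd4 (−0.49), mt-Atp6 (−0.39) and mt-Nd2 (−0.54). The 13 mitochondrial genes of the set alone had an NES of −2.60 (permutation p = 4.0e-09). This test was chosen after the result was seen, and its p does not count correlation between genes of the same genome. Over the ovaries, their share of the counts had a two-sided exact permutation p of 0.0286.

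Single ovaries changed several of these results. Without NCD replicate 1, pyruvate metabolism (NES −1.34, permutation p = 0.0823) and fatty acid degradation (NES −1.13, permutation p = 0.255) no longer passed 0.05, and glycerolipid metabolism changed sign (NES 0.95). Fatty acid degradation also failed without HFHS replicate 4 (NES −1.32). Oxidative phosphorylation changed sign without NCD replicate 3 (NES 0.83). Its permutation p was also above 0.05 without NCD replicate 1 (0.162), NCD replicate 2 (0.0887), HFHS replicate 3 (0.0768) or HFHS replicate 4 (NES −0.96, permutation p = 0.565). Linoleic acid metabolism had a permutation p above 0.05 without NCD replicate 1 (0.112), NCD replicate 4 (0.0571) or HFHS replicate 1 (0.0615). Glycerolipid metabolism passed 0.05 without NCD replicate 2 (NES −1.44), NCD replicate 3 (NES −1.43) or HFHS replicate 2 (NES −1.48), and circadian rhythm without NCD replicate 1 (NES −1.57) or HFHS replicate 3 (NES −1.63). With genes ranked by the signed root of edgeR's F statistic, glycerolipid metabolism (NES −1.57, permutation p = 0.0149) and circadian rhythm (NES −1.74, permutation p = 0.00668) passed 0.05 and linoleic acid metabolism did not (NES −1.41, permutation p = 0.0861).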

The down-regulated GSEA pathways included pyruvate and lipid metabolism, circadian rhythm, and oxidative phosphorylation etc. (Additional file 1: Fig. S3G–L).

Based on the observation that steroid hormone synthesis pathway was enriched in the HFHS ovarian transcriptome, we further examined the expression levels of ovarian steroid synthesis-related pivotal genes. 

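The 6 genes of Fig. 6E span the route from cholesterol to estradiol. Cyp11a1 (ENSMUSG00000032323, chromosome 9 from 58006411 to 58027023), the side-chain cleavage enzyme, had 5903 ± 473 CPM on the NCD and 4438 ± 1077 CPM on the HFHS diet (SD, n = 4). The log2 fold change of Cyp11a1 was −0.41 (SE 0.152, adjusted p = 0.172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the diets overlapped (two-sided exact permutation test, p = 0.0857). Its unadjusted p in edgeR's test was 0.0225, against the exact permutation p of 0.0857, and rose to 0.0569 without NCD replicate 2, 0.0672 without HFHS replicate 2 and 0.0659 without HFHS replicate 4. The gene overlaps Gm17322. Hsd3b1 (ENSMUSG00000027871, chromosome 3 from 98852194 to 98859794) had 7109 ± 347 CPM on the NCD and 5851 ± 1113 CPM on the HFHS diet (SD, n = 4), a log2 fold change of −0.28 (SE 0.123, adjusted p = 0.233 from the same edgeR test). Its unadjusted p of 0.0463 in edgeR's test, beside an exact permutation p of 0.114, was under 0.05 in 7 of 16 alternatives, and of the fits that left out 1 ovary only in that without HFHS replicate 1 (log2 fold change −0.42). Cyp19a1 (ENSMUSG00000032274, chromosome 9 from 54165937 to 54268110), the aromatase, had 52.2 ± 49.2 CPM on the NCD and 69.3 ± 41.0 CPM on the HFHS diet (SD, n = 4, two-sided exact permutation test, p = 0.343). Its log2 fold change of 0.40 (SE 0.742) was smaller than its error and changed to −0.034 without HFHS replicate 2. Hsd17b1 (ENSMUSG00000019301, chromosome 11 from 101078411 to 101080527) had 159 ± 43.6 CPM on the NCD and 216 ± 59.5 CPM on the HFHS diet (SD, n = 4, two-sided exact permutation test, p = 0.2). The log2 fold change of Hsd17b1 was 0.44 (SE 0.224, unadjusted p = 0.0773 in edgeR's test), with a p of 0.0124 without NCD replicate 1, 0.0231 without HFHS replicate 1 and 0.0411 with DESeq2.

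**Figure D2:**
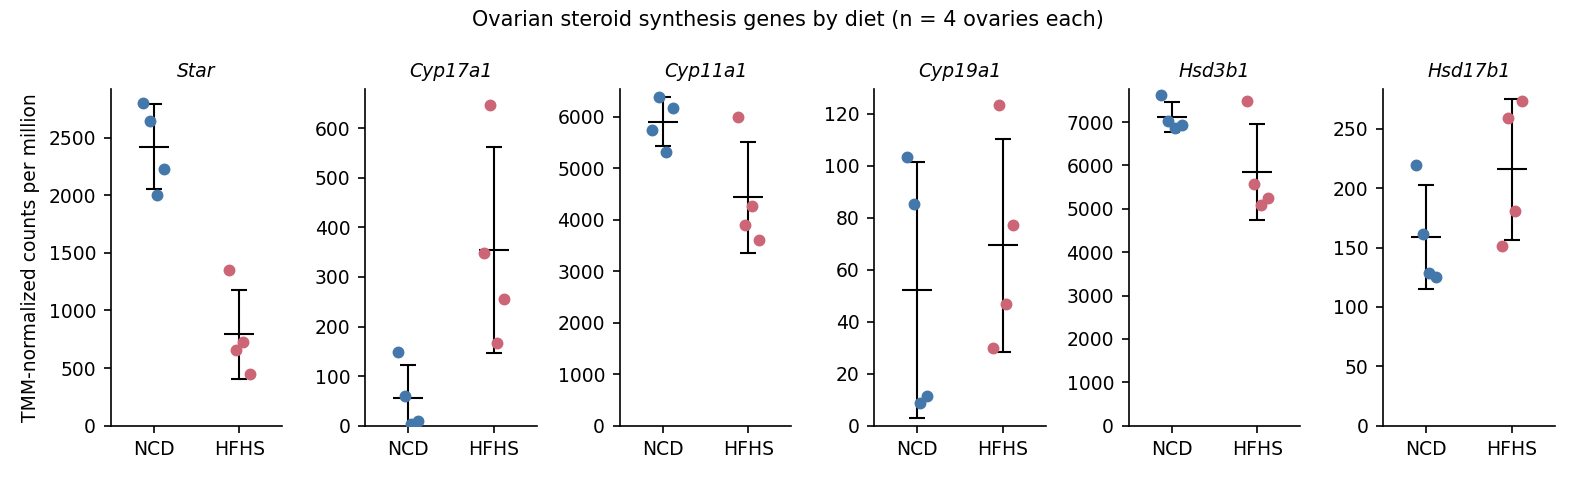
TMM-normalized CPM (y axis, linear) of the 6 genes of Fig. 6E in the NCD and HFHS ovaries, where each point is 1 ovary, the line is the mean and the whiskers are the SD (n = 4), with the lower NCD whisker of Cyp17a1 stopped at 0. Star lies between 2000 and 2802 CPM on the NCD and between 446 and 1347 CPM on the HFHS diet.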

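Cyp17a1 (ENSMUSG00000003555) lies on chromosome 19 from 46667165 to 46673172. It had 55.5 ± 67.4 CPM on the NCD and 354 ± 208 CPM on the HFHS diet (SD, n = 4). The NCD ovaries ranged from 3.68 to 149 CPM and the HFHS ovaries from 168 to 646 CPM, without overlap (two-sided exact permutation test, p = 0.0286). The log2 fold change was 2.67 (SE 0.925), with an unadjusted p of 0.0169 in edgeR's test beside that exact p, and an adjusted p of 0.153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. With each ovary left out in turn, the log2 fold change lay between 2.20 and 3.84, and the unadjusted p stayed under 0.05 in all 8 fits.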

The results showed that *Cyp17a1*, the key enzyme responsible for androgen synthesis possessing both 17alpha-hydroxylase and 17,20-lyase activities, was significantly up-regulated in the ovaries of HFHS mice (Fig. 6E, F). 

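Star (ENSMUSG00000031574) lies on chromosome 8 from 25806555 to 25815982. Its level was 2419 ± 370 CPM on the NCD and 793 ± 388 CPM on the HFHS diet (SD, n = 4), and every HFHS ovary was below every NCD ovary (two-sided exact permutation test, p = 0.0286). The log2 fold change was −1.61 (SE 0.292, adjusted p = 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −1.99 and −1.41 with each ovary left out in turn, with an unadjusted p under 0.05 in all 8 fits. The adjusted p of Star in these fits is not reported here. Over these fits, 4 to 990 genes had an adjusted p under 0.05 in edgeR's test.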

Whereas *Star*, the enzyme that is responsible for pregnenolone synthesis, was significantly down-regulated in HFHS ovaries (Fig. 6E, F). The combined expression alterations of these two essential genes involved in steroid hormone synthesis could elucidate the augmented production of testosterone (Fig. 6G). Collectively, the aforementioned data indicate that HFHS diet disrupts the expression of genes implicated in ovarian steroid synthesis and glucolipid metabolism, leading to the development of female reproductive disorders.

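Of the 6 steroid synthesis genes of Fig. 6E, 3 were higher and 3 lower on the HFHS diet, 4 had an unadjusted p under 0.05 and 2, Cyp17a1 and Star, also passed the fold change threshold. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1 gene passed over all genes tested (Star) and 3 passed when adjusted over the list alone (Star 0.00177, Cyp17a1 0.0450 and Cyp11a1 0.0450). The study chose this list on these ovaries, so the second number is not independent evidence. As a set the genes did not shift in one direction, with a median log2 fold change of 0.061 (camera with an inter-gene correlation of 0.01, adjusted p over 16 lists = 0.604). The paper takes Cyp17a1 as the key enzyme of androgen synthesis and Star as responsible for pregnenolone, and proposes that the higher Cyp17a1 and lower Star together explain the higher testosterone of these mice. Its RT-qPCR measurements of these genes were not analysed here. Adding the results on pyruvate and lipid pathways, the paper concludes that the diet disturbs the expression of genes for ovarian steroid synthesis and glucolipid metabolism, with reproductive disorders as the outcome.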

### Integrated metabolomic and transcriptomic analyses unveil aberrations in ovarian arginine metabolism induced by HFHS diet

To further dissect the molecular and metabolic signatures of ovaries from HFHS mice, we performed combined analyses of the transcriptomic and metabolomic data. 

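The RNA-seq part of the joint analysis can be given from the DEGs alone. The metabolites were not analysed here. Nitrogen metabolism held 3 DEGs of 12 genes, 5.39-fold more than expected (one-sided exact hypergeometric test, p = 0.0159, Benjamini-Hochberg adjusted p = 0.169). These were Glul, Car14 (log2 fold change 0.92, SE 0.239) and Car8 (−0.87, SE 0.354). The 4 HFHS ovaries lay apart from the 4 NCD ovaries for Car14 (two-sided exact permutation test, p = 0.0286) and overlapped with them for Car8 (p = 0.114 in the same exact test). Glycerolipid metabolism held 4 DEGs of 48 genes, all down-regulated (1.80-fold, exact p = 0.181, adjusted p = 0.600). Lpin3 (−1.05, SE 0.152) and Plpp3 (−0.71, SE 0.129) were lower in every HFHS ovary than in every NCD ovary, whereas Dgat2 (−0.76, SE 0.225) and Lipg (−0.89, SE 0.373) overlapped between the diets. The adjusted p was above 0.05 in all 18 alternatives for both pathways, from 0.0827 to 1 for nitrogen metabolism and from 0.302 to 1 for glycerolipid metabolism.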

The joint-pathway results showed enrichments of pyruvate metabolism, nitrogen metabolism, glycerolipid metabolism, and steroid hormone biosynthesis pathways (Fig. 7A). 

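By its DEGs alone, the KEGG pathway arginine biosynthesis ranked 42 among 330 pathways. It held 3 DEGs of 17 genes, Nags, Glul and Ass1, of which 1 was up-regulated and 2 were down-regulated. This is 3.81-fold more than expected (one-sided exact hypergeometric test, p = 0.0414, Benjamini-Hochberg adjusted p = 0.319), and the adjusted p lay between 0.196 and 0.722 over 18 alternatives.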

Notably, arginine biosynthesis was found to be the most significantly enriched pathway (Fig. 7A). 

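Ass1 (ENSMUSG00000076441, chromosome 2 from 31470207 to 31520672) had 12.7 ± 6.81 CPM on the NCD and 34.2 ± 12.2 CPM on the HFHS diet (SD, n = 4), and every HFHS ovary was above every NCD ovary (two-sided exact permutation test, p = 0.0286). Its log2 fold change was 1.42 (SE 0.377, adjusted p = 0.0851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lay between 1.15 and 1.68 with each ovary left out in turn. Ass1 shares 55.3% of its 50-base words with Gm5424, so reads of that gene could have been counted to it.

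**Figure D3:**
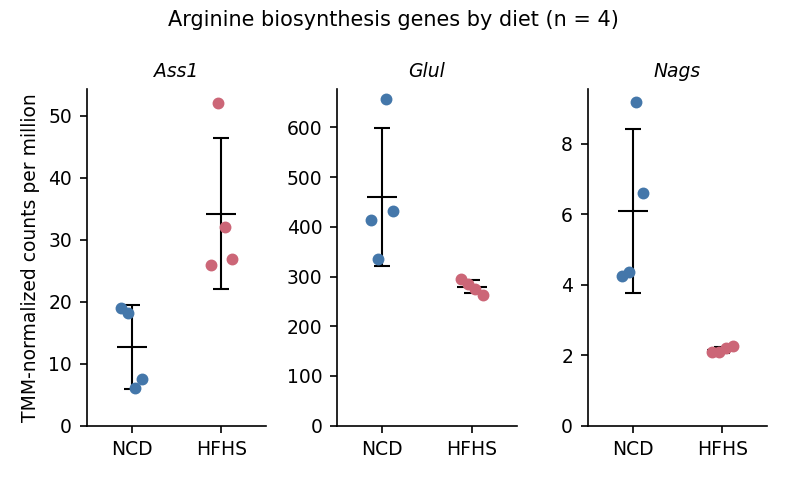
TMM-normalized CPM (y axis, linear) of Ass1, Glul and Nags in the NCD and HFHS ovaries, where each point is 1 ovary, the line is the mean and the whiskers are the SD (n = 4). The diets do not overlap for any of these genes, with 12.7 ± 6.81 CPM on the NCD and 34.2 ± 12.2 CPM on the HFHS diet for Ass1.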

We found that the mRNA expression levels of *Gls* (encoding an enzyme that catalyzes the hydrolysis of glutamine to produce ammonia and glutamate)*,* and *Ass1* (encoding a key enzyme in arginine biosynthesis that catalyzes the formation of argininosuccinate from citrulline) were significantly increased in HFHS ovaries (Fig. 7B, C). In contrast, the mRNA expression levels of *Glul*, which catalyzes the synthesis of glutamine from glutamate and ammonia in an ATP-dependent reaction, was down-regulated (Fig. 7B, C). 

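Glul (ENSMUSG00000026473, chromosome 1 from 153899944 to 153909723) had 460 ± 138 CPM on the NCD and 280 ± 13.2 CPM on the HFHS diet (SD, n = 4), and every HFHS ovary was below every NCD ovary (two-sided exact permutation test, p = 0.0286). Its log2 fold change was −0.72 (SE 0.173, adjusted p = 0.0704 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −0.84 and −0.50 with each ovary left out in turn. Glul shares 14.2% of its 50-base words with Glns-ps1 and is overlapped by Mir8114 and by the antisense gene Teddm2. Nags (ENSMUSG00000048217, chromosome 11 from 102145513 to 102149477), the N-acetylglutamate synthase of Fig. 7B, had 6.10 ± 2.33 CPM on the NCD and 2.16 ± 0.0849 CPM on the HFHS diet (SD, n = 4), without overlap between the diets. Its log2 fold change was −1.49 (SE 0.262, adjusted p = 0.0337 from the same edgeR test), between −1.64 and −1.22 with each ovary left out. The antisense gene Gm11586 overlaps Nags.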

Consistently, the metabolites involved in arginine metabolism, including glutamate, citrulline, and urea, were also markedly up-regulated in the ovaries of HFHS mice (Fig. 7D).

**Fig. 7:**
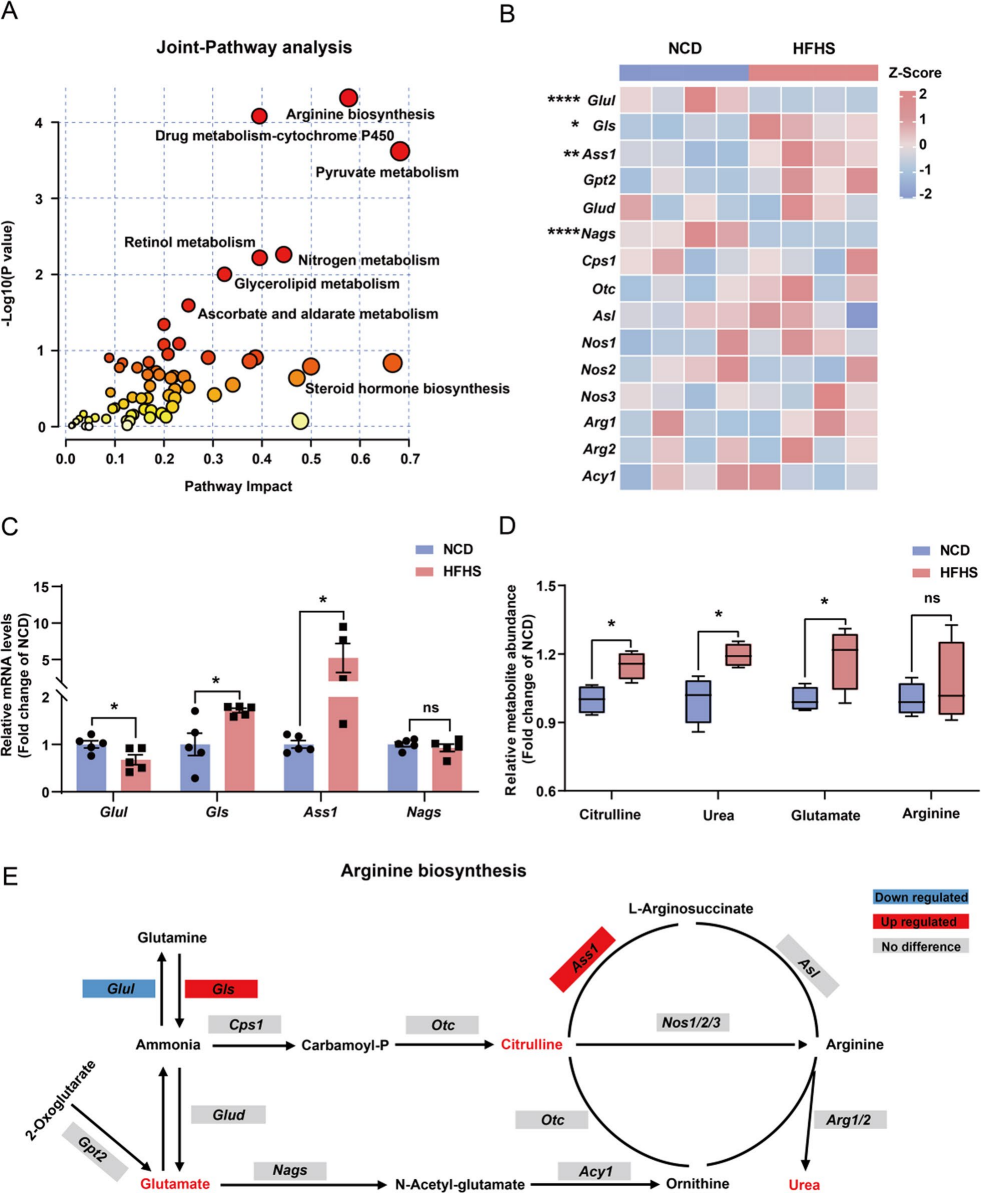
Integrated metabolomic and transcriptomic analyses unveil aberrations in ovarian arginine metabolism induced by HFHS diet. **A** Integrated analyses of differential metabolites and RNA-seq DEGs by joint-pathway analysis. **B** Heatmap of genes involved in arginine biosynthesis in the RNA-seq data (n = 4). **C** Relative mRNA expression levels of *Glul, Gls, Ass1* and *Nags* in ovaries from control and HFHS mice (n = 5). **D** Relative levels of differential metabolites in the arginine biosynthetic pathway (citrulline, urea, glutamate, and arginine, n = 4). **E** Schematic diagram illustrating the alterations in the arginine biosynthesis pathway in HFHS ovaries. Genes enclosed in red rectangular boxes indicate significant up-regulation, while the genes in the blue boxes represent significant down-regulation. Additionally, metabolites shown in red font indicate a significant increase in the HFHS metabolomes. Data are presented as mean ± SEM, ns = not statistically significant, *P < 0.05, **P < 0.01, ****P < 0.0001

As shown in Fig. 7E, the combined effects of increased *Gls* expression and decreased *Glul* expression in HFHS ovaries could enhance the synthesis of ammonia and glutamate from glutamine. Given the absence of observed ammonia accumulation in the HFHS ovaries (Additional file 1: Table S1), it is plausible that the downstream flux from ammonia to citrulline metabolism is elevated, as evidenced by the markedly elevated level of citrulline (Fig. 7D). Furthermore, the significantly up-regulated *Ass1* could facilitate the synthesis of urea from citrulline (Fig. 7E). 

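Of the 15 genes of Fig. 7B, Cps1 and Otc were below the expression filter, with 23 and 25 counts over all ovaries. Of the 13 genes tested, 8 were higher and 5 lower on the HFHS diet, and 3 (Ass1, Glul and Nags) were DEGs. Gpt2 had an unadjusted p under 0.05 (log2 fold change 0.24, SE 0.083, two-sided exact permutation p = 0.0571), except without HFHS replicate 4. Glud1, Acy1, Asl, Nos1, Nos2, Nos3, Arg1 and Arg2 had log2 fold changes from −0.22 (Nos2) to 0.34 (Arg1), and none of these 8 had an unadjusted p under 0.05. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1 gene passed over all genes tested (Nags) and 3 passed when adjusted over the list alone (Nags 0.00294, Glul 0.0139 and Ass1 0.0170). The study chose this list on these ovaries too, so the second number is not independent evidence. The list as a whole had a median log2 fold change of 0.049 (camera, adjusted p over 16 lists = 0.941). As the paper saw no rise in ammonia and a higher citrulline level, it holds a greater flux from ammonia to citrulline to be plausible, and from higher Ass1 it proposes a greater formation of urea from citrulline. The metabolites and the RT-qPCR measurements were not analysed here.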

Taken together, the above results suggest that HFHS diet alters the expression of genes essential for arginine biosynthesis, culminating in the accumulation of corresponding metabolites, which might contribute to ovarian dysfunction.

### HFHS mice phenocopy the reproductive and metabolic signatures of women with PCOS

Given the signs of hyperandrogenism, increased ovarian follicles, obesity, and insulin resistance in female HFHS mice, which are classic features of women with PCOS [24], we sought to investigate whether this HFHS mouse could simulate obese women with PCOS. For this purpose, a cohort of overweight women diagnosed with PCOS were enrolled according to the Rotterdam criteria. These patients presented typical PCOS phenotypes, including hyperandrogenism, menstrual disturbance, polycystic ovarian morphology, as well as metabolic dysfunctions of insulin resistance and dyslipidemia (Additional file 1: Table S2). We developed a multivariate model using the OPLS-DA method to compare the clinical characteristics of PCOS women with controls. By using this method, a clear distinction between PCOS women and controls were detected (Fig. 8A). The Q2Y and R2Y values of OPLS-DA were 0.831 and 0.839, respectively (Fig. 8A), indicating strong validity and predictive ability to accurately discriminate between PCOS and control groups. The clinical parameters for this model construction included fasting insulin (FINS), HOMA-IR, LDL-C, TC, FBG, body mass index (BMI), testosterone, and mean cycle count (Fig. 8B).

**Fig. 8:**
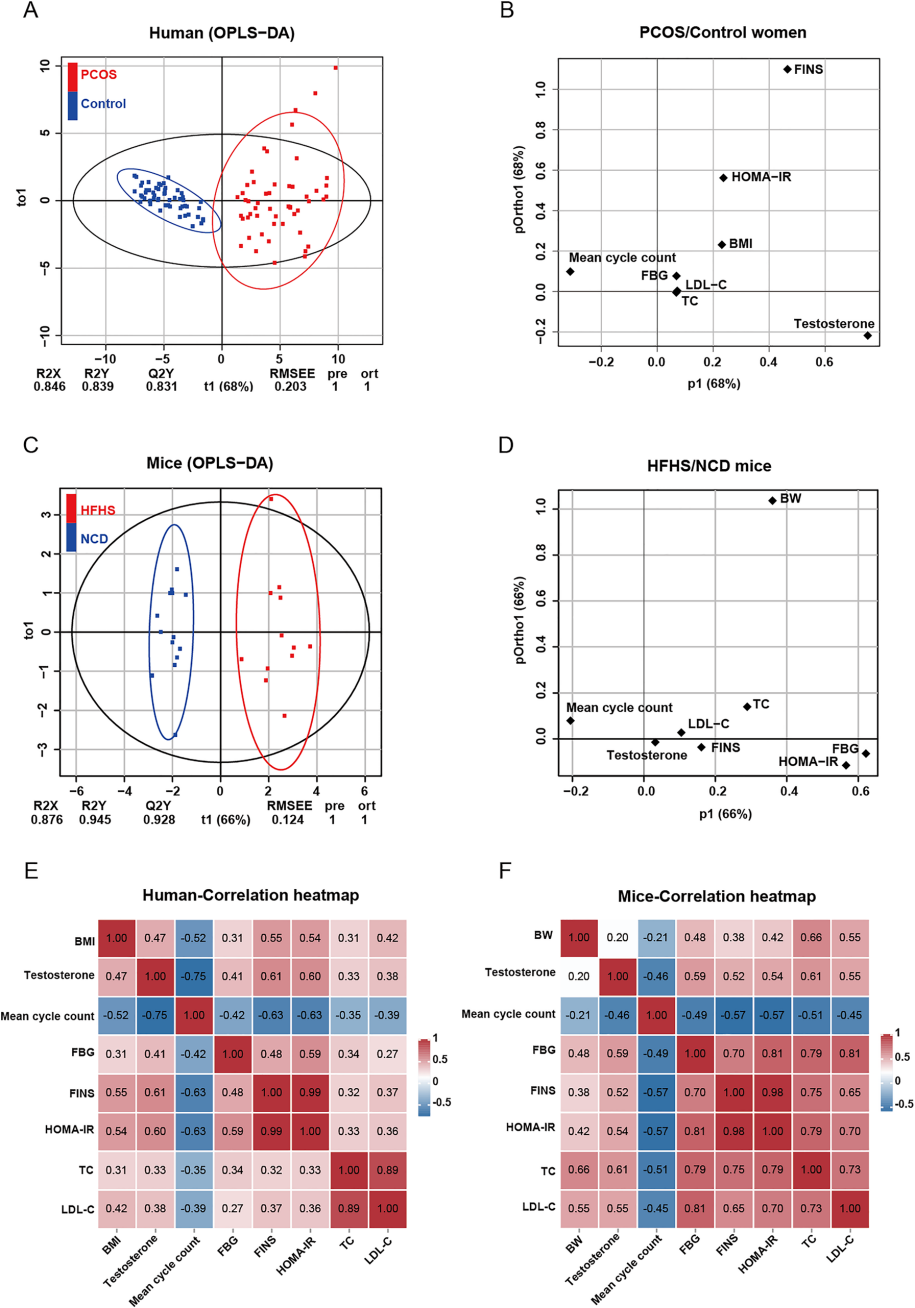
HFHS mice phenocopy the reproductive and metabolic signatures of women with PCOS. **A** The score plot of  OPLS-DA depicts women with PCOS (n = 64, represented by red dots) and control women (n = 68, represented by blue dots). (B) Comparison of OPLS-DA load plots from PCOS and control women based on 8 reproductive or metabolic criteria. **C** OPLS-DA score plots for HFHS (n = 12, red dots) and NCD (n = 14, blue dots) mice. **D** Comparison of OPLS-DA load plots from control and HFHS mice based on 8 reproductive or metabolic criteria. **E**–**F** Pearson’s correlation matrix between the reproductive and metabolic parameters for women subjects (**E**) and mice (**F**). The values plotted in the graph represent the correlating coefficients

By utilizing the OPLS-DA method and metrics used in the aforementioned human PCOS cohort data, we established a multivariate model to compare the characteristics of HFHS females with those of the control group. We found that HFHS diet-induced mice were clearly distinguishable from control mice (Fig. 8C, D). This suggests that the HFHS mouse model closely mirrors human PCOS in terms of the above clinical parameters. Using Pearson’s correlation test, a significantly negative correlation was observed between the mean cycle count and serum testosterone levels in women subjects, as was also the case for the correlation between mean cycle count and metabolic indices such as FBG, FINS, etc. (Fig. 8E). Furthermore, significantly positive correlations were observed between serum testosterone levels and FBG, FINS, HOMA-IR, or TC in HFHS mice (Fig. 8F), paralleling the observations in women with PCOS (Fig. 8E), suggesting the HFHS mice and women with PCOS share similar reproductive and metabolic signatures. Taken together, the HFHS diet, reflective of overnutrition and recognized to induce multiple metabolic disorders, can also provoke female reproductive dysfunction and the onset of PCOS (Fig. 9).

**Fig. 9:**
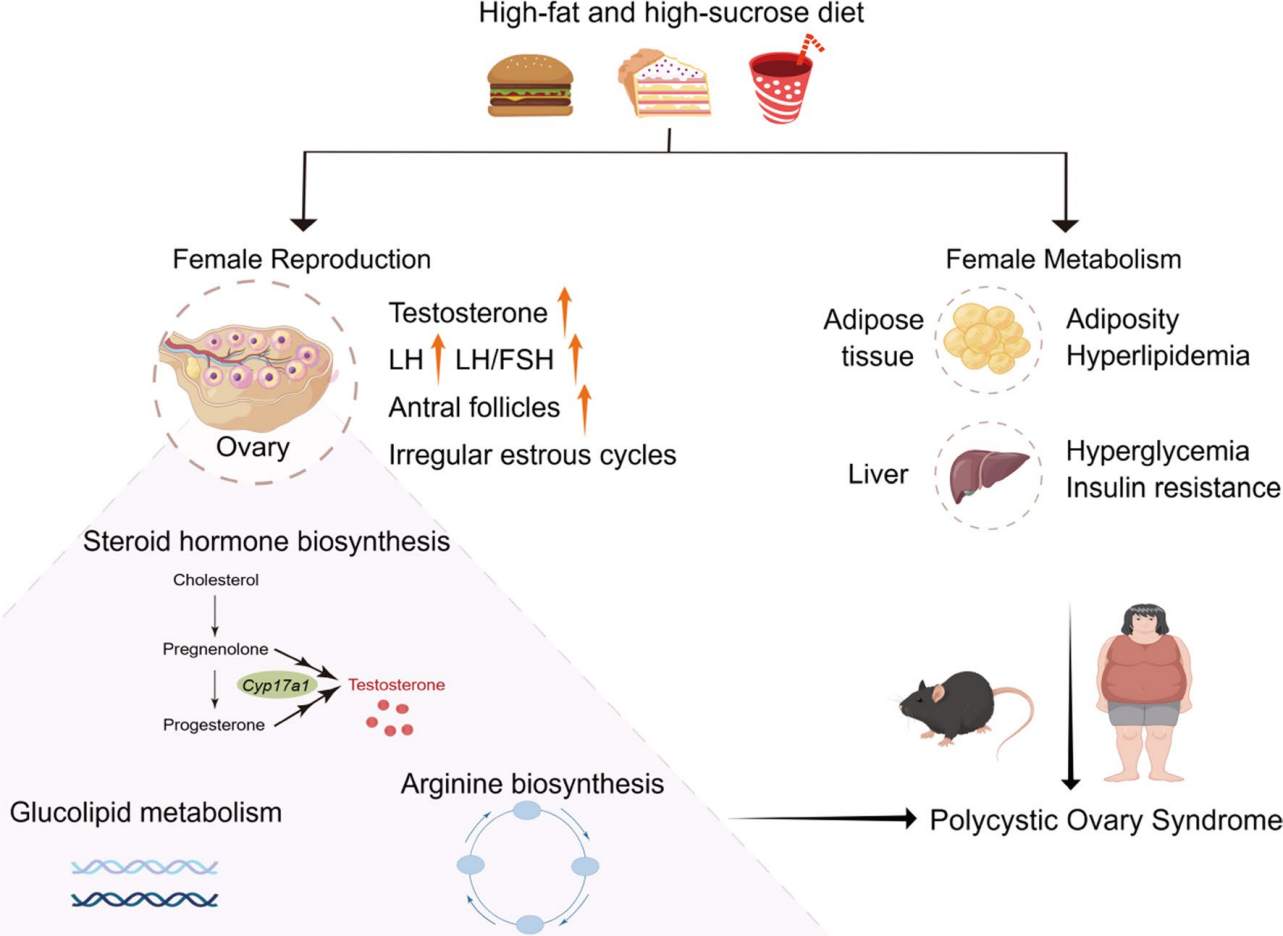
Schematic diagram depicting the role of HFHS diet in female reproductive disorders. Proposed working model of HFHS diet-induced female reproductive and metabolic disorders. The HFHS diet induces heightened levels of serum testosterone, LH, and LH/FSH ratio, as well as an increase in ovarian antral follicles and irregular estrous cycles in female mice. Mechanistically, the HFHS diet disrupts the steroid hormone biosynthesis, glucolipid metabolism, and arginine biosynthesis pathways in the ovary. Furthermore, metabolic dysfunctions, including adiposity, hyperglycemia, and insulin resistance, are observed in HFHS mice. Collectively, these reproductive and metabolic abnormalities contribute to the onset of polycystic ovary syndrome

## Discussion

In the present study, we found that female mice subjected to a high-fat and high-sucrose (HFHS) diet exhibited both reproductive and metabolic disturbances. Specifically, the HFHS mice displayed phenotypes of obesity, dyslipidemia, hyperglycemia, and insulin resistance. Moreover, these HFHS mice showed significantly elevated serum testosterone and LH levels, irregular estrous cycles, as well as increased numbers of primary and antral follicles, mimicking the clinical manifestations of women with polycystic ovarian syndrome (PCOS). Further integrated analyses of ovarian transcriptome and metabolome revealed profound aberrations in steroid hormone synthesis and amino acid metabolism, especially the arginine biosynthesis pathway. Notably, we identified analogous reproductive and metabolic signatures shared between HFHS mice and PCOS women (Fig. 9). These findings not only provide compelling evidence that the HFHS diet can induce female reproductive disorders but also present a rodent model of PCOS that fully captures the reproductive and metabolic hallmarks of PCOS for pathogenesis investigation.

In recent years, several findings have highlighted the metabolic dysfunction as an underlying mechanism in the pathogenesis of PCOS [25]. Although hyperandrogenism has been considered the main cause of PCOS, animal models constructed by androgen administration have failed to encompass the full spectrum of PCOS clinical features, including reproductive, endocrine, and metabolic abnormalities [26]. For instance, prenatal dihydrotestosterone exposure could effectively emulate the PCOS characteristics such as hyperandrogenemia, disrupted menstrual cycles, and aberrant follicular development [27]. However, the metabolic phenotypes of these mice are mild, without any discernible alterations in body weight and adiposity [28]. This prenatal androgen model mimics a lean phenotype of PCOS, whereas clinically PCOS women often manifest obesity and insulin resistance. In addition, DHEA treatment alone induced unstable phenotypes in mice, with both obvious and negligible metabolic derangements being reported [28, 29]. By contrast, the HFHS mouse model not only displays PCOS-like reproductive abnormalities such as hyperandrogenemia, increased LH levels, irregular estrous cycles, and impaired folliculogenesis but also exhibits strong metabolic disorders, including glucose intolerance, insulin resistance, hyperlipidemia, and hepatic steatosis. During the development of PCOS, metabolic and reproductive abnormalities are intricately interacted [30]. For example, the excess of glucose and lipids can not only lead to insulin resistance and type 2 diabetes [31, 32] but also induce ovarian inflammation in PCOS women [33]. In addition, insulin resistance and compensatory hyperinsulinemia in obese women can further exacerbate hyperandrogenism [34, 35]. Therefore, the HFHS diet-induced hyperglycemia, dyslipidemia, and insulin resistance could all serve as driving factors for the onset of PCOS.

Since PCOS is a complex reproductive metabolic syndrome influenced by both genetic and environmental factors [21], interventions that focus solely on single symptom of PCOS have limited efficacy in the management of this disease [36, 37]. A comprehensive understanding of the altered metabolic milieu of PCOS women is essential to improve its prevention and management [38]. To investigate the molecular mechanism underlying HFHS-induced reproductive dysfunction, we performed metabolomic and transcriptomic analyses on ovaries from the HFHS and control mice, revealing remarkable disturbances in amino acid metabolic pathways. Interestingly, the correlations between PCOS and amino acid metabolism have been reported in several clinical investigations. Perturbations in the tryptophan metabolism pathway, enriched in ovarian metabolomes of HFHS mice, have also been identified in metabolomics analyses of follicular fluid [39], urine [40], and plasma [41, 42] of PCOS patients. In addition, the differential metabolites such as citrulline and cystine identified in HFHS ovaries were also enriched in the plasma metabolomics of PCOS patients [43, 44]. The above clinical evidence, combined with our observations in HFHS rodents, underscores the disrupted amino acid metabolism as a crucial metabolic signature in PCOS.

Utilizing integrated transcriptomic and metabolomic analyses, we further identified arginine biosynthesis pathway as the most prominent alteration in the ovaries of HFHS mice. The levels of citrulline, glutamate, and urea, which are involved in this pathway, were found to be markedly increased in the ovaries of the HFHS mice. However, the arginine abundance showed no significant change. Since both citrulline and urea, as the source and downstream metabolites of arginine, are increased in the *Ass1*-driven urea cycle, this increased flux of urea cycle may account for the insignificant change in the abundance of arginine itself. Therefore, measurement of the urea cycle flux and identifying its impact on female reproductive disorders such as PCOS deserve future investigation. Besides, whether arginine is metabolized by other pathways is unknown. Intriguingly, arginine biosynthesis pathway has been found to be significantly enriched in various metabolomics studies conducted in plasma [43], fecal [45], and follicular fluid [39] from PCOS patients. The close associations between arginine pathway and PCOS have been recognized, revealing altered plasma levels of nitric oxide and arginine-related transcripts in PCOS women [46]. A clinical study also investigated the potential use of arginine as a supplementary medication for PCOS treatment [47]. However, the exact contribution of this pathway to PCOS etiology remains to be elucidated. Future functional studies are needed to identify the causal effects of arginine biosynthesis pathway in the development of PCOS. Therefore, these ovarian multi-omics data from the HFHS mice could serve as unique resources and original tools to dissect the molecular mechanisms in the pathogenesis of PCOS and female infertility.

Taken together, the present study provides compelling in vivo evidence that an HFHS diet could trigger female reproductive dysfunction and the onset of PCOS. These insights bolster the notion of a metabolic origin for PCOS, highlighting the critical role of high fat combined with high sucrose intake in the development of this disease. As such, lifestyle interventions, including low-carbohydrate or calorie-restricted diets, could be promising approaches for effectively managing PCOS or other female reproductive diseases associated with metabolic disorders. Furthermore, our study provides a detailed molecular and metabolic landscape of ovaries impacted by an HFHS diet, paving the way for future mechanistic investigations and the development of innovative therapeutic strategies for female reproductive diseases.

## Conclusions

Our study establishes that an HFHS diet of overnutrition could cause detrimental effects on female reproduction and metabolism, leading to the development of PCOS. These results highlight the need for dietary modifications in safeguarding women’s reproductive health as well as effectively managing PCOS.

### Supplementary Information

**Additional file 1: Figure S1. **Quantification of adipocytes size. **Figure S2.** Overview of ovarian metabolomic in HFHS-treated mice compared to controls.** Figure S3.** Gene set enrichment analysis of ovarian transcriptomic in HFHS-treated mice compared to controls. **Table S1.** List of differential metabolites in ovaries of HFHS-treated mice compared to controls. **Table S2.** Clinical characteristics of control and PCOS subjects. **Table S3. **Sequences of primers.

## Data Availability

All data generated for this study can be accessed from the corresponding author upon reasonable request. The RNA sequencing data files have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE240547.

## Abbreviations

HFHS: High-fat and high-sucrose
PCOS: Polycystic ovary syndrome
T2D: Type 2 diabetes
NCD: Normal chow diet
TC: Total cholesterol
LDL-C: Low-density lipoprotein cholesterol
HDL-C: High-density lipoprotein cholesterol
TG: Triglyceride
H&E: Hematoxylin and eosin
SAT: Subcutaneous white adipose tissue
VAT: Visceral white adipose tissue
ORO: Oil Red O
FBG: Fasting blood glucose
GTT: Glucose tolerance test
AUC: Area under the curve
ITT: Insulin tolerance test
T: Testosterone
E_2_: Estradiol
LH: Luteinizing hormone
FSH: Follicle stimulating hormone
PCA: Principal component analysis
OPLS-DA: Orthogonal partial least squares discrimination analysis
RNA-seq: RNA sequencing
GO: Gene ontology
DEGs: Differentially expressed genes
GSEA: Gene set enrichment analysis
FINS: Fasting insulin
BMI: Body mass index

# Supplementary material for: High-fat and high-sucrose diet impairs female reproduction by altering ovarian transcriptomic and metabolic signatures
**Source:** J Transl Med. 2024 Feb 12;22:145. doi: 10.1186/s12967-024-04952-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Quantification of adipocytes size. Figure S2. Overview of ovarian metabolomic in HFHS-treated mice compared to controls. Figure S3. Gene set enrichment analysis of ovarian transcriptomic in HFHS-treated mice compared to controls. Table S1. List of differential metabolites in ovaries of HFHS-treated mice compared to controls. Table S2. Clinical characteristics of control and PCOS subjects. Table S3. Sequences of primers.

**Additional file 1**

**High-fat and high-sucrose diet impairs female reproduction by altering ovarian transcriptomic and metabolic signatures**

**
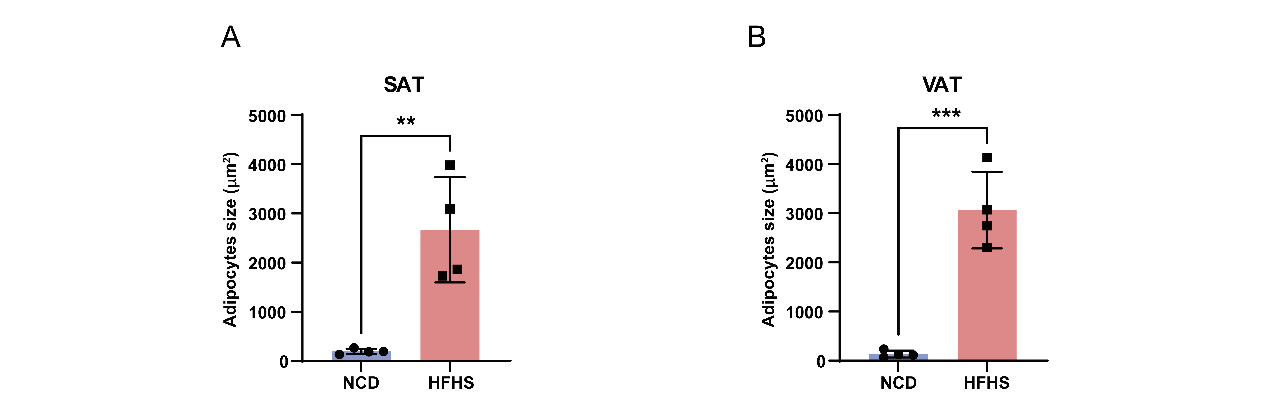
**

**Figure S1: Quantification of adipocytes size.**

1. Quantification of adipocytes size in subcutaneous white adipose tissue (SAT) of control and HFHS mice (n = 4). (B) Quantification of adipocytes size in visceral white adipose tissue (VAT) of control and HFHS mice (n = 4). Data are presented as mean ± SEM, ***P* < 0.01, ****P* < 0.001.

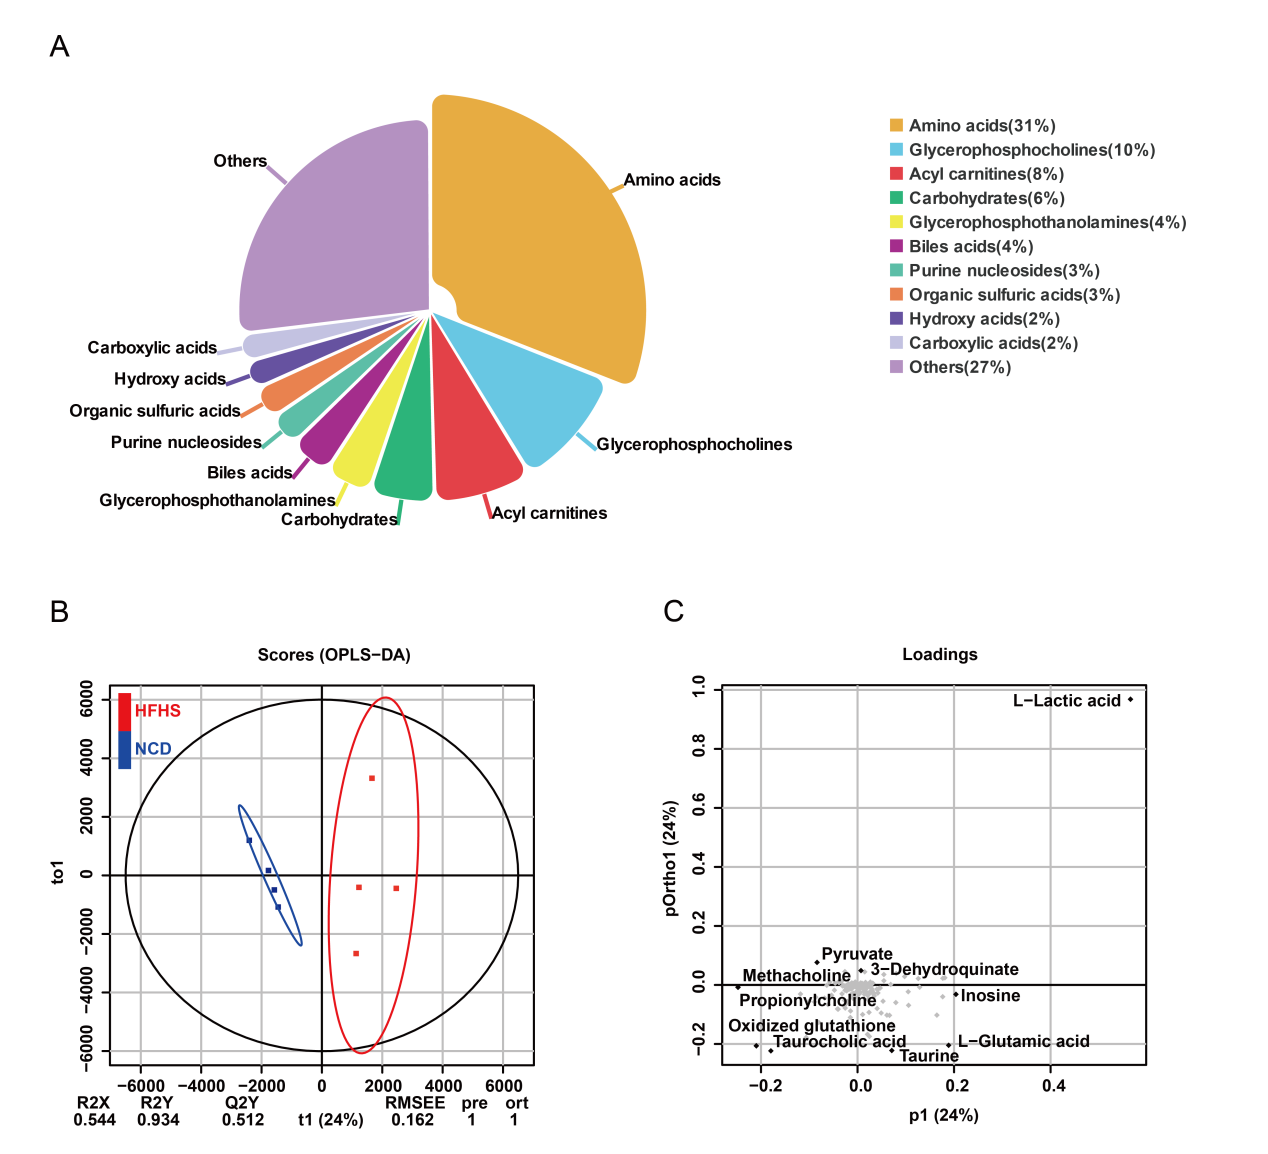

**Figure S2: Overview of ovarian metabolomic in HFHS-treated mice compared to controls.**

1. The pie chart shows a detailed breakdown of the average percentage distribution of ovarian metabolites, “others” represents the percentage of the remaining 36 metabolite classes. (B) The score plot of orthogonal partial least squares discriminant analysis (OPLS-DA) depicts control (n = 4, represented by blue dots) and HFHS mice (n = 4, represented by red dots). (C) Comparison of OPLS-DA load plots from control and HFHS mice (n = 4).

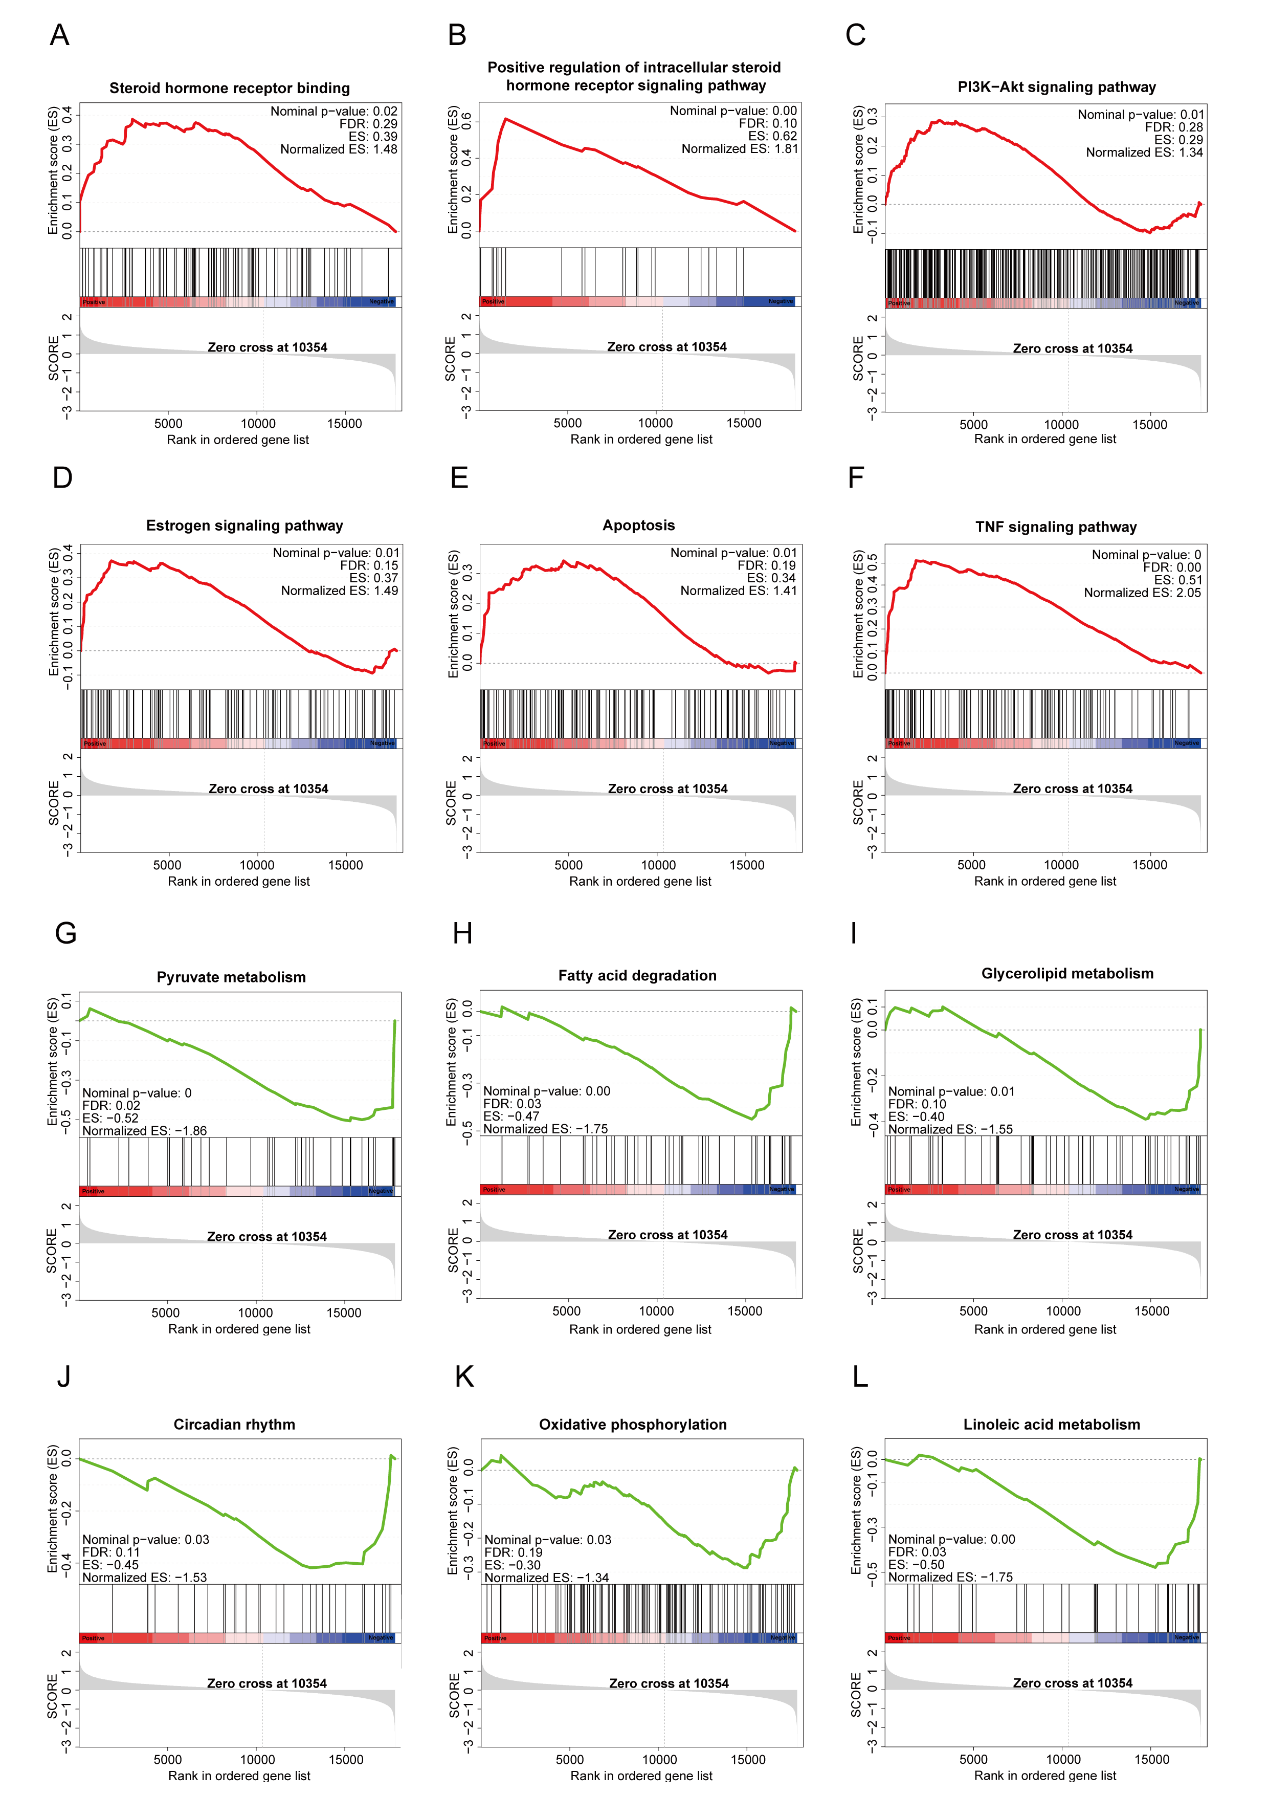

**Figure S3: Gene set enrichment analysis of ovarian transcriptomic in HFHS-treated mice compared to controls.**

1. GSEA analysis of steroid hormone receptor binding. (B) GSEA analysis of positive regulation of intracellular steroid hormone receptor signaling pathway. (C) GSEA analysis of PI3K-Akt signaling pathway. (D) GSEA analysis of estrogen signaling pathway. (E) GSEA analysis of apoptosis. (F) GSEA analysis of TNF signaling pathway. (G) GSEA analysis of pyruvate metabolism. (H) GSEA analysis of fatty acid degradation. (I) GSEA analysis of glycerolipid metabolism. (J) GSEA analysis of circadian rhythm. (K) GSEA analysis of oxidative phosphorylation. (L) GSEA analysis of linoleic acid metabolism.

**Table S1: List of differential metabolites in ovaries of HFHS-treated mice compared to controls.**

**Table S2: Clinical characteristics of control and PCOS subjects.**

|  | Control women  (n = 68) | PCOS women  (n = 64) | *P* value |
| --- | --- | --- | --- |
| Age (years) | 29.16 ± 3.59 | 28.50 ± 3.23 | 0.27 |
| BMI (kg/m2) | 22.34 ± 2.67 | 26.76 ± 3.97 | <0.001 |
| Testosterone (ng/dL) | 25.83 ± 8.45 | 52.65 ± 8.70 | <0.001 |
| Estradiol (pg/mL) | 36.83 ± 11.41 | 47.18± 26.89 | <0.01 |
| Progesterone (ng/mL) | 0.57 ± 0.23 | 0.85 ± 0.62 | <0.001 |
| FSH (U/L) | 6.73 ± 1.16 | 5.71 ± 1.07 | <0.001 |
| LH (IU/L) | 5.11 ± 1.77 | 10.88 ± 7.57 | <0.001 |
| AFC | 15.35 ± 4.83 | 30.31 ± 11.49 | <0.001 |
| Mean cycle count | 12.86 ± 1.19 | 7.00 ± 2.07 | <0.001 |
| TC | 4.09 ± 0.61 | 4.70 ± 0.77 | <0.001 |
| LDL-C | 2.66 ± 0.49 | 3.26 ± 0.60 | <0.001 |
| HDL-C | 1.41 ± 0.28 | 1.20 ± 0.26 | <0.001 |
| TG | 0.93 ± 0.74 | 1.54 ± 0.81 | <0.001 |
| FBG | 4.98 ± 0.32 | 5.50 ± 0.60 | <0.001 |
| FINS | 6.51 ± 2.43 | 21.40 ± 10.92 | <0.001 |
| HOMA-IR | 1.44 ± 0.55 | 5.31 ± 2.93 | <0.001 |

BMI = body mass index; FSH = follicle-stimulating hormone; LH = luteinizing hormone; AFC = antral follicle count; TC = total cholesterol; LDL-C = low-density lipoprotein cholesterol; HDL-C = high-density lipoprotein cholesterol; TG = triglyceride; FBG = fasting blood glucose; FINS = fasting insulin. Data are presented as mean ± SEM.

**Table S3. Sequences of primers.**

| Gene name | Species | Primer Sequence  (Forward: 5’-3’) | Primer Sequence  (Reverse: 5’-3’) |
| --- | --- | --- | --- |
| *Actin* | Mus musculus | TGTTACCAACTGGGACGACA | GGGGTGTTGAAGGTCTCAAA |
| *Star* | Mus musculus | CTAAACTCACTTGGCTGCTC | TGGTTGGCGAACTCTATCT |
| *Cyp17a1* | Mus musculus | GCCCAAGTCAAAGACACCTAAT | GTACCCAGGCGAAGAGAATAGA |
| *Cyp11a1* | Mus musculus | AGGTCCTTCAATGAGATCCCTT | TCCCTGTAAATGGGGCCATAC |
| *Cyp19a1* | Mus musculus | ACTTCCCTAAGCCCAATG | TCTTCACCTGGAATCGTC |
| *Hsd3β1* | Mus musculus | AGCTCTGGACAAAGTATTCCGA | GCCTCCAATAGGTTCTGGGT |
| *Hsd17β1* | Mus musculus | ACTTGGCTGTTCGCCTAGC | GAGGGCATCCTTGAGTCCTG |
| *Glul* | Mus musculus | TGAACAAAGGCATCAAGCAAATG | CAGTCCAGGGTACGGGTCTT |
| *Gls* | Mus musculus | TTCGCCCTCGGAGATCCTAC | CCAAGCTAGGTAACAGACCCT |
| *Ass1* | Mus musculus | CTCCTGCATCCTCGTGTGG | GCTCACATCCTCAATGAACACC |
| *Nags* | Mus musculus | TACTCCTCCGCAGTCATTACA | CAGCATCCGCTCAGCATTTTT |

How the deposited data were processed for this re-analysis (not part of the article)

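RNA-seq data of 8 mouse ovaries, 4 from mice on the NCD and 4 from mice on the HFHS diet, were taken from the processed tables of the study. The ovaries were grouped by the diet that their titles and treatment labels give. The growth protocol recorded with the samples describes the HFHS diet for all 8, including the 4 labelled as normal diet. The titles and treatment labels match the groups of the paper. The reads were filtered and aligned by the authors with HISAT2 to a genome build that the paper's text does not name. The authors deposited expected counts per gene, which they did not normalize, made with a counting program that the text does not name. The authors also deposited FPKM values, which they scaled to gene length and library size and rounded to 2 decimals. The 8 tables of single ovaries were checked and were identical to the table of the whole series, and 0 columns were left without a sample. Of the 22322 genes listed, 3620 had no count in any ovary, 16 had no symbol, and 20 symbols stood for more than 1 gene ID, so genes were matched by Ensembl ID. Total counts ranged from 15584908 to 22094447. Serum, histology, metabolite, RT-qPCR and human data of the paper were not analysed here.

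Expected counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr at a smallest count of 10, and 14481 genes were tested. The diets were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test without robust estimation) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes. DEGs had an unadjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. Single genes, scores and lists were also compared between the diets with two-sided exact permutation tests over the 70 relabellings of 4 against 4 ovaries, for which the smallest p is 0.0286. The test was tested on simulated data with the means and library sizes of these ovaries, in which 200 of 14389 genes were changed. Of these, edgeR's quasi-likelihood test called 164, with 11 unchanged genes (6.3% of its calls). The share of unchanged genes among the calls was 17.4% for edgeR's exact test and 18.8% for DESeq2. In all, 132 unchanged genes passed the unadjusted p and the fold change together with the quasi-likelihood test. The genes were drawn independently of each other and no ovary lay between the diets, so these numbers need not hold for the real ovaries.

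PCA was run on FPKM without log transformation. Over-representation used the KEGG pathways (9221 genes, 350 pathways) and GO processes (20906 genes) that the deposited annotation gives, with a one-sided hypergeometric test against the tested genes with an annotation, sets of at least 5 genes and Benjamini-Hochberg adjustment. GO terms were used as annotated directly, without their parent terms, so that 9 of the 20 terms of Fig. 6C had no set to test. The sets whose alternatives are reported are those of Fig. 6D and Fig. 7A, those past the adjustment, the terms of Fig. 6C and 4 immune processes, a limit that was set after the values were seen. GSEA was run with fgsea 1.28.0 on the signal-to-noise ratio of log2(FPKM + 1), with gene permutation. Of the 12 sets of Fig. S3, 10 were run, since 2 GO sets hold 2 and 1 annotated genes. The fgsea test was tested on simulated data, in which a raised set of 30 genes had a permutation p of 9.3e-22 and an unchanged set one of 0.849. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and adjusted over the 16 lists with tested genes.

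The lists were the genes of Fig. 6E and Fig. 7B and markers of adipocytes, theca cells, granulosa cells, luteal cells, oocytes, macrophages, T and B lymphocytes, neutrophils, erythrocytes and oviduct epithelium, genes of the ovulation response, immediate early genes, clock genes of the day phase and of the opposite phase, interferon response genes and sex-linked genes. The named genes are every gene of Fig. 6E, 6F, 7B and 7C, the 5 genes in each direction with the smallest p past both the adjusted p and the fold change threshold whose ovaries do not overlap between the diets, up to 4 DEGs with the smallest p in a pathway, and the genes of the lists reported. Other genes are named as chosen after their values were seen. The results of some genes that this rule covers are not reported here. Gene positions and overlaps were taken from GENCODE M21 on GRCm38, and the share of 50-base words of a gene's transcripts that other genes also hold was computed from the same annotation.

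The groups, the tests, the rule for named genes and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 (Wald test), edgeR's exact test, limma on log2(FPKM + 1), DESeq2's size factors, library size alone, no filter, at least 10 counts in every ovary, a block for the replicate number, and each ovary left out in turn. Further alternatives were DEGs at an adjusted p under 0.05, all annotated genes as background, log scales and gene choices for PCA, other rankings for GSEA, and camera with an estimated correlation and fry for sets. A ranking by signal-to-noise of linear FPKM with the SD held at 0.2 of the mean or more was added after the data were seen. Every split of the 8 ovaries into 4 and 4 (35 with the real one) was run for results of a model over many genes. Single ovaries were compared with the others of their diet by Dixon's ratio, at a critical value of 0.829.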

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

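The test of the opposite-phase clock genes was set before its result was seen, and the other tests of this part were chosen only after the result was seen.

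In 5 of 96 groups of 4 ovaries, 1 ovary lay apart from the other 3 by Dixon's ratio, where chance gives 4.8. Arg1 had 3.217 CPM in NCD replicate 2 against 0.776 to 1.07 in the other NCD ovaries, and Gpt2 had 36.21 CPM in the same ovary against 31.6 to 32.2. Emilin2 had 30.38 CPM in HFHS replicate 1 against 39.4 to 40.0 in the other HFHS ovaries. The mean log2 CPM of the adipocyte list was 2.464 in NCD replicate 4 against 3.25 to 3.33, and that of the day-phase clock list was 6.214 in NCD replicate 3 against 5.84 to 5.89. As this number is what chance gives, no explanation was tested for single ovaries.

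Fig. 6C of the paper includes cellular response to interferon-beta, and its text does not discuss interferon. Of a list of 20 interferon response genes, all expressed in these ovaries, 19 were higher on the HFHS diet, with a median log2 fold change of 0.585 (limma's camera, adjusted p over 16 lists = 4.3e-11), and the means of the list did not overlap between the diets. With the correlation estimated from these ovaries the p of limma's camera rose to 0.0571 for 4 against 4 ovaries, and with fry it was 0.00356, against an exact permutation p of 0.0286 for the list mean. Only Rsad2 was lower (−0.31). Among its abundant genes are Bst2 (69.8 CPM on the NCD and 85.7 CPM on the HFHS diet), Gbp2 (57.7 and 72.2) and Oasl2 (54.8 and 88.2). No other list holds these genes, and the study did not pick them. Of the 35 splits of the ovaries, 1, the real one, gave a p as small. Offsets for GC content and gene length left the median at 0.593. A larger share of macrophages would raise their markers as well, but the list rose beyond their mean by 0.729 (two-sided exact permutation test, p = 0.0286), and by 0.605 without Cd163 (exact permutation p = 0.0286). It also rose beyond each of the 10, for 7 of them with an exact permutation p under 0.05. For lymphocytes the excess was 0.509 with an exact permutation p of 0.0571. A larger share of lymphocytes and a response to the diet within the ovarian cells cannot be told apart here, because the lymphocyte markers have few counts.

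The luteal list, of which Star, Cyp11a1 and Hsd3b1 are also on the list of Fig. 6E, was lower on the HFHS diet in all 9 genes tested, with a median log2 fold change of −0.79 (limma's camera, adjusted p over 16 lists = 3.4e-05). It was the 1 list of these 5 whose p stayed under 0.05 with the estimated correlation (0.0374 with limma's camera and 0.0046 with fry, against an exact permutation p of 0.0286 for the other luteal markers). Of the 35 splits, 2 gave a p as small, so that chance is not excluded. Besides the genes of Fig. 6E, Scarb1 (1260 CPM on the NCD and 858 CPM on the HFHS diet), Prlr (1121 and 648), Lhcgr (921 and 659) and Akr1c18 (874 and 154) are the most abundant. Offsets for GC content and length left the median at −0.765. Without Star the other 8 markers were still lower (camera p = 6.4e-05, against an exact permutation p of 0.0286 for their mean). A smaller share of luteal cells and lower transcription within them cannot be told apart, because either lowers these markers together. The paper reports irregular estrous cycles on the HFHS diet, and the stage of these ovaries is not stated. A difference in stage was not tested.

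Adipocyte markers were lower in 10 of 11 tested genes, with a median log2 fold change of −0.614 (limma's camera, adjusted p over 16 lists = 0.00583). The means overlapped between the diets (two-sided exact permutation test, p = 0.0857), limma's p was 0.0795 with the estimated correlation and 0.0203 with fry against that exact p, and 4 of the 35 splits gave a p as small. Their levels were low in the markers most specific for fat, Adipoq (0.93 CPM on the NCD and 0.76 CPM on the HFHS diet) and Cfd (4.64 and 1.65), while Plin4 (533 and 273) and Lipe (56.1 and 44.8) were higher, and Plin1 rose (14.6 and 31.8). All 11 are expressed in these ovaries. Fat tissue around some NCD ovaries was tested as the source for Pck1 and Cfd. Pck1 followed Adipoq from ovary to ovary within the diets with r = 0.77 (exact permutation p = 0.0312 over 576 rearrangements, adjusted over 7 relations 0.0729), Cfd with 0.85 and Cidec with 0.91 (each adjusted 0.0608). By ranks rho was 0.64 for Pck1 (permutation p = 0.106), 0.71 for Cfd (0.0625) and 0.88 for Cidec (0.0799). Without the 2 farthest ovaries r was 0.41 for Pck1, 0.86 for Cfd and 0.95 for Cidec. Pck1 fell by 2.17 CPM and Cfd by 2.99 CPM, against 0.17 CPM for Adipoq. In HFHS replicates 3 and 4 Adipoq (1.05 and 1.46 CPM) was above its NCD mean, while Pck1 (0.29 and 1.09 CPM) was below its own. These values go against fat as the whole source, but Pck1 did not fall beyond Adipoq on the log2 scale past the threshold (−1.6, exact permutation p = 0.0571), nor did Cfd (−0.964, exact permutation p = 0.143). Fat tissue and a change within the ovary cannot be told apart for Pck1 and Cfd, because Adipoq has few counts and neither these tests nor the relations pass their thresholds.

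All 5 erythrocyte genes were lower on the HFHS diet, with a median log2 fold change of −0.644 (limma's camera, adjusted p over 16 lists = 0.00236). The means of the list overlapped (two-sided exact permutation test, p = 0.0571), limma's p was 0.124 with the estimated correlation and 0.0255 with fry against that exact p, and 5 of the 35 splits gave a p as small. The most abundant were Hbb-bs (48.4 CPM on the NCD and 30.9 CPM on the HFHS diet), Hba-a2 (25.7 and 17.6) and Hba-a1 (23.5 and 15.3), which share 65.8 to 86.9% of their words with paralogs. The smallest fall among them was −0.535. Less blood in the HFHS ovaries and lower levels within these cells cannot be told apart, because either lowers all these genes together. The list contains no gene of the other lists.

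Clock genes of the day phase were lower on the HFHS diet in 9 of 10 genes, with a median log2 fold change of −0.457 (limma's camera, adjusted p over 16 lists = 1.2e-05). Only Ciart was higher (0.23). Of the 35 splits, 1, the real one, gave a p as small, and limma's p was 0.0573 with the estimated correlation and 0.00416 with fry, against an exact permutation p of 0.0286 for the list mean. The most abundant genes were Nr1d2 (250 CPM on the NCD and 186 CPM on the HFHS diet), Tef (205 and 170), Nr1d1 (135 and 85.0) and Dbp (127 and 59.8), and the antisense gene Thra overlaps Nr1d1. A different time of day at collection might lower these genes and raise those of the opposite phase. All 5 tested genes of the opposite phase were higher (median log2 fold change 0.134), with a camera p of 0.0892 and a fry p of 0.0424 against an exact permutation p of 0.0571 for their mean. With each ovary left out in turn, their median lay between −0.058 and 0.269, so its sign depended on single ovaries. The mean of the day-phase list less that of the opposite phase was lower on the HFHS diet by 0.616 (exact permutation p = 0.0286), of which the fall of the day-phase list itself makes up 0.442. The time of collection and an effect of the diet on the clock cannot be told apart, because the times are not stated and could differ between the diets.

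Of the KEGG pathways past the adjustment, 4 are not in Fig. 6D. Retinol metabolism held 7 DEGs of 27 genes, 6 of them down-regulated (5.59-fold, adjusted exact p = 0.0115), with Cyp26b1, Lrat (−0.90), Aox3 (−0.60) and Rdh16f1 (−0.72) first, and Rdh16f1 shares 100% of its words with Rdh9. Neuroactive ligand-receptor interaction held 16 of 132 (2.61-fold, adjusted exact p = 0.015), with Lepr (−0.60), Fshr (1.03) and Drd4 (1.70) among the first. Amphetamine addiction held 9 of 57 (3.4-fold) and cAMP signaling pathway 17 of 161 (2.28-fold), both with an adjusted exact p of 0.0327 and both with Cacna1d and Creb3l3 (0.94). Over the 18 alternatives the adjusted exact p lay between 0.00316 and 0.371 for retinol metabolism, 0.000173 and 1 for neuroactive ligand-receptor interaction, 0.0107 and 0.871 for amphetamine addiction and 0.0124 and 0.659 for cAMP signaling. It stayed under 0.05 in 10, 8, 5 and 4 of them.

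Single ovaries carried these 4 pathways. The over-representation of Retinol metabolism had an adjusted exact p of 0.153 without NCD replicate 3, 0.371 without HFHS replicate 2 and 0.161 without HFHS replicate 4. The over-representation of Neuroactive ligand-receptor interaction had 0.264 without NCD replicate 3, 0.101 without NCD replicate 4, 0.245 without HFHS replicate 2 and 0.177 without HFHS replicate 3 in the same exact test. For the over-representation of Amphetamine addiction only the fit without NCD replicate 2 kept an adjusted exact p under 0.05, and the over-representation of cAMP signaling pathway lost it without any of the 8 ovaries, with fold values down to 1.37 without HFHS replicate 1. The number of KEGG pathways past the adjustment was reached by 1 of the 35 splits, the real one. No biological explanation was tested for these pathways.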

How the results depend on the processing

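The ranking with a held SD was chosen only after the results were seen, and the other alternatives of this part were set beforehand. For none of the changes given here was the cause tested, except where the setting itself fixes it.

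The test changed the number of genes at an adjusted p under 0.05, which was 181 with edgeR's quasi-likelihood test, to 1075 with DESeq2, 801 with edgeR's exact test and 104 with limma on log2(FPKM + 1). In simulated data with independent genes, DESeq2 and the exact test called more unchanged genes than the quasi-likelihood test. The DEGs numbered 128 up-regulated and 138 down-regulated with limma, against 266 and 296, and 236 of them were the same genes. The GO processes at an adjusted p under 0.05 numbered 11 with DESeq2, 11 with the exact test and 13 with limma, against 5. KEGG pathways numbered 4 with limma, against 13. Over-representation of NOD-like receptor signaling pathway fell to 0.78 with limma, and that of response to cytokine rose to 1.21 with the exact test. With limma the sign changed for Glud1 (0.026), the log2 fold change of Npas2 (−0.077), the log2 fold change of Asl (−0.018), Cd3g (0.010), Adgre1 (0.044), Zp3 (0.034), Gdf9 (0.028), Btg2 (0.028), Csf1r (0.126), Nr5a2 (0.041) and Padi6 (0.013), all near 0 and without an unadjusted p under 0.05 in either fit.

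With DESeq2's size factors all 259 results compared kept their call and direction or, for counts, stayed within 1.5 times. Library size alone moved the median of all genes by 0.036 on the log2 scale and gave 5 KEGG pathways and 9 GO processes, and the sign of Zp3 (0.030), Gdf9 (0.018), Btg2 (0.028) and Padi6 (0.004) changed. Without a filter there were also 5 KEGG pathways and 9 GO processes, response to cytokine was over-represented 1.22-fold, and the log2 fold change of Cd3e (−0.001) and the log2 fold change of C1qa (−0.005) changed sign. With at least 10 counts in every ovary there were 9 GO processes.

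DEGs at an adjusted p under 0.05 are fewer with an annotation, and gave 0 KEGG pathways and 0 GO processes at an adjusted p under 0.05, with 40 and 107 at an unadjusted p under 0.05 (46 and 304 with the DEGs by the thresholds of the paper). Over-representation was then 0 for Complement and coagulation cascades, Steroid hormone biosynthesis, Nitrogen metabolism, cellular response to organic substance, response to other organism and defense response. It was 0.89 for Protein digestion and absorption, 0.94 for Neuroactive ligand-receptor interaction, 0.67 for G protein-coupled receptor signaling pathway, 0.87 for cytokine-mediated signaling pathway and 1.42 for cell surface receptor signaling pathway. Against all annotated genes as background there were 11 GO processes, and G protein-coupled receptor signaling pathway fell to 0.57, since this background adds genes that the ovary does not express.

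The share of variance on PC1 was 35.8% on log2(FPKM + 1), 34% on log2 CPM, 38.7% for the 500 most variable genes and 57.8% without the 10 most abundant genes, against 81.4%. The exact permutation p of PC1 was 0.0571 in the first 3 of these settings, where 1 ovary overlaps. With camera at the estimated correlation 1 of the sets of Fig. S3 passed 0.05, against 7. With fry the arginine genes list (Fig7B), of median log2 fold change 0.049, was called in the other direction.

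A block for the replicate number was fitted although these numbers do not pair the ovaries, as the changes of ovaries with the same number correlated by −0.251, −0.01, −0.033 and −0.064. With the block, 21 genes had an adjusted p under 0.05 in edgeR's test, with fewer residual degrees of freedom. Under the block the sign changed for Zp3 (0.005), Btg2 (0.002), Jun (−0.017), the log2 fold change of Nr4a1 (−0.068) and the log2 fold change of C1qa (−0.024), and the ovulation response list (median 0.127) was called in the other direction.

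With each ovary left out in turn, the up-regulated genes numbered 214 to 428, with 428 without HFHS replicate 1. The genes at an adjusted p under 0.05 numbered 4 to 990: 17 without NCD replicate 2, 23 without NCD replicate 3, 46 without NCD replicate 4, 990 without HFHS replicate 1, 6 without HFHS replicate 2 and 4 without HFHS replicate 4. PC1 held 77.5% (without HFHS replicate 4) to 85.1% (without HFHS replicate 1) of the variance. Its exact permutation p was 0.0286 to 0.0571, with 0.0571 without any NCD ovary although the diets were still apart. KEGG pathways at an adjusted p under 0.05 numbered 1 to 10: 7 without NCD replicate 1, 1 without NCD replicate 3, 7 without NCD replicate 4, 2 without HFHS replicate 2, 8 without HFHS replicate 3 and 3 without HFHS replicate 4. GO processes numbered 3 to 22: 15 without NCD replicate 1, 22 without HFHS replicate 1, 9 without HFHS replicate 2, 9 without HFHS replicate 3 and 3 without HFHS replicate 4.

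Over-representation of Glycerolipid metabolism was 0.93 to 2.52, with 0.93 without HFHS replicate 1. That of response to cytokine was 0.47 to 1.62, with 1.01 without NCD replicate 1, 1.27 without NCD replicate 4, 1.62 without HFHS replicate 1 and 1.17 without HFHS replicate 3. Response to other organism was over-represented 0 to 5.07-fold, with 0 without HFHS replicate 3, and cell surface receptor signaling pathway 0.51 to 1.27-fold, with 1.27 without HFHS replicate 3. For cell death it was 0.83 to 1.9, with 0.83 without NCD replicate 4, 0.91 without HFHS replicate 2 and 0.92 without HFHS replicate 4. The sets of Fig. S3 past 0.05 numbered 3 (without NCD replicate 1) to 8. The NES of Glycerolipid metabolism was −1.48 to 0.95, with 0.95 without NCD replicate 1, and that of Oxidative phosphorylation was −1.83 to 0.83, with 0.83 without NCD replicate 3.

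List medians changed as well, and camera calls a direction from all genes of a list, which need not be the sign of its median. The steroid genes list (Fig6E) ranged from −0.146 to 0.197 and was called in the other direction without NCD replicate 1 (0.197). The arginine genes list (Fig7B) ranged from 0.003 to 0.105 and was so without NCD replicate 1 (0.003), NCD replicate 3 (0.033) and HFHS replicate 2 (0.005). Oocyte genes ranged from −0.139 to 0.033 and changed without NCD replicate 2 (0.020), NCD replicate 4 (0.033) and HFHS replicate 3 (0). Macrophage genes ranged from −0.097 to 0.063 and changed without HFHS replicate 1 (0.063). T and B lymphocyte genes ranged from −0.131 to 0.339 and changed without NCD replicate 3 (−0.033) and HFHS replicate 4 (−0.131). For the oviduct, the median log2 fold change of the oviduct epithelium list ranged from −0.607 to −0.042 and was called in the other direction without NCD replicate 4 (−0.042) and HFHS replicate 3 (−0.077). Ovulation response genes ranged from −0.08 to 0.146 and changed without NCD replicate 2 (0.017) and HFHS replicate 3 (−0.08).

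Log2 fold changes of genes of Fig. 6E and Fig. 7B near 0 depended on single ovaries. At −0.014 to 1.015 over these fits, the log2 fold change of Arg1 changed sign without HFHS replicate 3 (−0.014). At −0.113 to 0.131 over these fits, the log2 fold change of Arg2 took the other sign without NCD replicate 3 (−0.019) and without HFHS replicate 2 (−0.113). At −0.287 to 0.025 over these fits, the log2 fold change of Acy1 turned over without NCD replicate 4 (0.014) and without HFHS replicate 3 (0.025). At −0.028 to 0.102 over these fits, the log2 fold change of Asl crossed 0 without HFHS replicate 1 (−0.028). At −0.017 to 0.262 over these fits, the log2 fold change of Nos3 changed sign without HFHS replicate 3 (−0.017). At −0.06 to 0.192 over these fits, the log2 fold change of Nos1 took the other sign without NCD replicate 1 (−0.06). At −0.034 to 0.965 over these fits, the log2 fold change of Cyp19a1 turned over without HFHS replicate 2 (−0.034).

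The same held for genes of the other lists, none of which had an unadjusted p under 0.05 over all ovaries. At −0.435 to 0.288 over these fits, the log2 fold change of Cd3g changed sign without NCD replicate 1 (0.288), without NCD replicate 3 (0.063), without HFHS replicate 1 (0.087) and without HFHS replicate 2 (0.079). At −0.111 to 0.016 over these fits, the log2 fold change of Adgre1 took the other sign without NCD replicate 1 (0.016) and without HFHS replicate 2 (0.006). At −0.101 to 0.066 over these fits, the log2 fold change of Zp3 turned over without NCD replicate 2 (0.02), without NCD replicate 3 (0.008), without NCD replicate 4 (0.066), without HFHS replicate 1 (0.03) and without HFHS replicate 3 (0.056). At −0.134 to 0.062 over these fits, the log2 fold change of Gdf9 crossed 0 without NCD replicate 2 (0.026), without NCD replicate 4 (0.061), without HFHS replicate 1 (0.001) and without HFHS replicate 3 (0.062). At −0.927 to 0.218 over these fits, the log2 fold change of Slc36a2 changed sign without HFHS replicate 1 (0.218) and without HFHS replicate 4 (0.015). At −0.058 to 0.074 over these fits, the log2 fold change of Btg2 took the other sign without NCD replicate 4 (0.074), without HFHS replicate 3 (0.003) and without HFHS replicate 4 (0.053). At −0.052 to 0.169 over these fits, the log2 fold change of Fbln5 turned over without NCD replicate 3 (−0.052). At −0.607 to 0.109 over these fits, the log2 fold change of Dnah5 crossed 0 without NCD replicate 1 (0.109). At −0.877 to 0.052 over these fits, the log2 fold change of Adipoq changed sign without HFHS replicate 2 (0.052). At −0.291 to 0.288 over these fits, the log2 fold change of Nr4a1 took the other sign without NCD replicate 1 (−0.007), without HFHS replicate 1 (−0.291) and without HFHS replicate 2 (−0.03). At −0.372 to 0.048 over these fits, the log2 fold change of Ms4a1 turned over without HFHS replicate 2 (0.048). At −0.159 to 0.033 over these fits, the log2 fold change of Zp1 crossed 0 without NCD replicate 2 (0.033) and without HFHS replicate 3 (0.003). At −0.119 to 0.345 over these fits, the log2 fold change of Npas2 changed sign without HFHS replicate 1 (−0.119). At −0.139 to 0.01 over these fits, the log2 fold change of Nr5a2 took the other sign without NCD replicate 4 (0.01) and without HFHS replicate 3 (0.002). At −0.222 to 0.131 over these fits, the log2 fold change of Ccdc39 turned over without NCD replicate 4 (0.131). At −0.058 to 0.04 over these fits, the log2 fold change of Clock crossed 0 without NCD replicate 4 (−0.005) and without HFHS replicate 1 (−0.058). At −0.154 to 0.026 over these fits, the log2 fold change of Zp2 changed sign without NCD replicate 4 (0.026). At −0.212 to 0.164 over these fits, the log2 fold change of Cd3e took the other sign without NCD replicate 3 (−0.212), without NCD replicate 4 (−0.055) and without HFHS replicate 4 (−0.131). At −0.224 to 0.275 over these fits, the log2 fold change of Cd3d turned over without NCD replicate 2 (−0.224), without NCD replicate 3 (−0.033), without HFHS replicate 3 (−0.179) and without HFHS replicate 4 (−0.136). At −0.131 to 0.13 over these fits, the log2 fold change of C1qa crossed 0 without NCD replicate 2 (−0.032), without NCD replicate 4 (−0.03), without HFHS replicate 3 (−0.131) and without HFHS replicate 4 (−0.067). At −0.59 to 0.077 over these fits, the log2 fold change of Egr2 changed sign without NCD replicate 4 (0.077). At −0.199 to 0.135 over these fits, the log2 fold change of Egr1 took the other sign without NCD replicate 4 (0.135). At −0.126 to 0.039 over these fits, the log2 fold change of Padi6 turned over without NCD replicate 2 (0.019) and without NCD replicate 4 (0.039). At −0.054 to 0.2 over these fits, the log2 fold change of Oosp1 crossed 0 without NCD replicate 3 (−0.015) and without HFHS replicate 4 (−0.054). At −0.123 to 0.061 over these fits, the log2 fold change of Foxl2 changed sign without HFHS replicate 3 (0.061). At −0.219 to 0.177 over these fits, the log2 fold change of Jun took the other sign without NCD replicate 3 (−0.052), without NCD replicate 4 (−0.058) and without HFHS replicate 3 (−0.219). At −0.049 to 0.156 over these fits, the log2 fold change of Ier2 turned over without NCD replicate 1 (−0.049). At −0.072 to 0.1 over these fits, the log2 fold change of Arntl crossed 0 without NCD replicate 2 (−0.008), without NCD replicate 3 (−0.022) and without HFHS replicate 1 (−0.072). At −0.126 to 0.339 over these fits, the log2 fold change of Trac changed sign without NCD replicate 2 (−0.073), without NCD replicate 3 (−0.126), without NCD replicate 4 (−0.035) and without HFHS replicate 2 (−0.09).

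For single genes other than Cyp17a1, Star, Glul and Ass1, single gene sets, lists and the number of pathways of Fig. 6D, 276 results were compared with the alternatives. Of these 4369 comparisons, which include the changes of sign given above, 3780 kept their call and direction or, for counts, stayed within 1.5 times, 326 lost a call, 114 gained one, 139 changed direction and 10 moved by over 1.5 times.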

Differences from the paper's values

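The ranking with a held SD was chosen only after the values were seen, and no other test of this part was.

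An NES is said here to come within the error where it differed from the paper's by no more than the SD of the score over the 8 fits that each left out 1 ovary. This need not mean that it reached the paper's value. These fits share most of their ovaries, so this SD is smaller than the standard error of the score. A score outside it may thus still not differ from the paper's beyond its standard error. For PI3K-Akt signaling pathway the NES was 1.06 against the paper's about 1.3 in Fig. S3, read by eye. Of 11 alternatives set before the data were examined, the fit without HFHS replicate 2 came within the error of 0.09 (1.21) and the others did not. The added ranking, chosen after seeing the values, gave 1.42. For TNF signaling pathway it was 1.86 against the paper's about 2.1 in Fig. S3, read by eye. Ranking by the signed root of edgeR's F statistic (2.03) and no filter (1.98) came within the error of 0.12, as did the added ranking chosen after seeing the values (2.03), and the other 9 set before the data were examined did not. No setting reached the paper's value for these 2 sets, except the added ranking, chosen after seeing the values, for PI3K-Akt signaling. For Pyruvate metabolism it was −1.64 against the paper's about −1.9 in Fig. S3, read by eye. Ranking by the F statistic (−1.78) and leaving out NCD replicate 2 (−1.77), NCD replicate 4 (−1.79), HFHS replicate 1 (−1.92) or HFHS replicate 3 (−1.75) came within the error of 0.19, as did the added ranking chosen after seeing the values (−1.95). The other 6 did not. The fit without HFHS replicate 1 reached the paper's value, as did that ranking chosen after seeing the values. For Fatty acid degradation it was −1.56 against the paper's about −1.8 in Fig. S3, read by eye. Ranking by the F statistic (−1.59), no filter (−1.65) and leaving out NCD replicate 2 (−1.79) or HFHS replicate 1 (−1.8) came within the error of 0.22, while the other 7 and the added ranking chosen after seeing the values (−1.47) did not. The fit without HFHS replicate 1 reached the paper's value, and the fit without NCD replicate 2 fell just short of it.

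The share of the genes of a KEGG pathway that were DEGs is given in Fig. 6D. For NOD-like receptor signaling pathway it was 0.054 against the paper's about 0.09 in Fig. 6D, read by eye. Of 18 alternatives set before the data were examined, DESeq2 (0.062), edgeR's exact test (0.067), no filter (0.089) and leaving out NCD replicate 1 (0.071), NCD replicate 4 (0.062), HFHS replicate 1 (0.076) or HFHS replicate 2 (0.062) came within 1.5 times the paper's value, and the other 11 did not. No setting reached it, and the fit without a filter came nearest. For Viral protein interaction with cytokine and cytokine receptor it was 0.052 against the paper's about 0.1 in Fig. 6D, read by eye. DESeq2 (0.072), the exact test (0.072), no filter (0.113) and leaving out NCD replicate 2 (0.082), NCD replicate 4 (0.072) or HFHS replicate 1 (0.103) came within 1.5 times the paper's value, and the other 12 did not. The fits without a filter and without HFHS replicate 1 reached it. For Protein digestion and absorption it was 0.059 against the paper's about 0.099 in Fig. 6D, read by eye. No filter (0.109) and leaving out NCD replicate 1 (0.089), NCD replicate 2 (0.089), NCD replicate 4 (0.069), HFHS replicate 1 (0.089) or HFHS replicate 3 (0.089) came within 1.5 times the paper's value, and the other 12 did not. The fit without a filter alone reached it.

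The paper gives 350 up-regulated and 329 down-regulated genes, against 266 and 296. Both paper values were passed without a filter (384 and 431) and without HFHS replicate 1 (428 and 427) or NCD replicate 1 (369 and 348), and that of the down-regulated genes also without HFHS replicate 3 (345). With limma (128 and 138), and for the up-regulated genes without NCD replicate 3 (214) or HFHS replicate 4 (221), the numbers differed from the paper's by over 1.5 times.

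In Fig. 6G Cyp11a1 and Hsd3b1 are drawn as not different, and their unadjusted p in edgeR's test was 0.0225 (log2 fold change −0.41) and 0.0463 (−0.28), both below a 1.5-fold change, with exact permutation p of 0.0857 and 0.114. In Fig. 7E Nags is drawn as not different, and its log2 fold change was −1.49 (edgeR's adjusted p = 0.0337). Arginine biosynthesis leads the paper's joint analysis with the metabolites, and ranked 42 among 330 pathways by RNA alone.

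The paper lists PI3K-Akt signaling, glycerolipid metabolism and circadian rhythm among its GSEA pathways, and their permutation p was 0.327, 0.0626 and 0.0885. PI3K-Akt signaling passed 0.05 with the added ranking alone, chosen after seeing the values (permutation p = 0.00436). Glycerolipid metabolism passed with the F statistic (permutation p = 0.0149), no filter (0.0418), without NCD replicate 2 (0.0336), NCD replicate 3 (0.0318) or HFHS replicate 2 (0.0300), and with the added ranking chosen after seeing the values (0.0109). Circadian rhythm passed with the F statistic (permutation p = 0.00668), without NCD replicate 1 (0.0207) or HFHS replicate 3 (0.0148), with camera at a correlation of 0.01 (0.0177), with fry (0.0233) and with the added ranking chosen after seeing the values (0.0208).

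Of the pathways of Fig. 6D, 11 had an adjusted p above 0.05 (edgeR's DEGs, exact hypergeometric test). For 3 of them, Viral protein interaction with cytokine and cytokine receptor (1.93-fold, adjusted exact p = 0.506), Protein digestion and absorption (1.85-fold, 0.493) and GABAergic synapse (2.57-fold, 0.149), no setting run passed. TNF signaling pathway (2.42-fold, adjusted exact p = 0.0729) passed with the exact test of edgeR (2.65-fold), no filter (2.69-fold), without HFHS replicate 1 (2.31-fold) and against all annotated genes (3.2-fold), within a range of adjusted exact p from 0.0124 to 0.871. The over-representation of IL-17 signaling pathway (2.74-fold, adjusted exact p = 0.133) passed with DESeq2 (3.55-fold), the exact test of edgeR (3.21-fold), no filter (3.19-fold) and without NCD replicate 2 (3.41-fold), NCD replicate 4 (4.07-fold), HFHS replicate 1 (2.97-fold) or HFHS replicate 2 (4.23-fold), within 0.00455 to 1. Pyruvate metabolism (3.5-fold, adjusted exact p = 0.119) passed with limma (6.41-fold), a block for the replicate number (4.44-fold) and against all annotated genes (4.84-fold), within 0.0239 to 0.368. NOD-like receptor signaling pathway (1.69-fold, adjusted exact p = 0.342) passed with no filter (2.31-fold, 0.0262 within 0.0262 to 1).

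Complement and coagulation cascades (3.25-fold, adjusted exact p = 0.0582) passed with DESeq2 (3.79-fold, 0.0148 within 0.0148 to 1). Fluid shear stress and atherosclerosis (1.85-fold, adjusted exact p = 0.286) passed without NCD replicate 4 (2.82-fold, 0.00774 within 0.00774 to 0.943). Metabolic pathways (1.27-fold, adjusted exact p = 0.149) passed without HFHS replicate 3 (1.39-fold) and against all annotated genes (1.49-fold), within 0.0121 to 0.555. Osteoclast differentiation (2.2-fold, adjusted exact p = 0.149) passed without NCD replicate 4 (2.74-fold) and against all annotated genes (2.77-fold), within 0.0246 to 0.871.

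The paper names immune activation and inflammatory response as its GO results. Inflammatory response (2.32-fold, adjusted exact p = 0.0917) passed 0.05 with DESeq2 (2.94-fold), the exact test of edgeR (2.54-fold), no filter (2.26-fold), against all annotated genes (2.48-fold) and without NCD replicate 3 (2.78-fold), NCD replicate 4 (2.85-fold), HFHS replicate 1 (2.2-fold) or HFHS replicate 2 (3.28-fold), within 7.2e-05 to 1. Immune response (2.69-fold, adjusted exact p = 0.139) passed with DESeq2 (2.96-fold), the exact test of edgeR (2.82-fold), no filter (2.59-fold) and without HFHS replicate 1 (2.54-fold) or HFHS replicate 2 (3.24-fold), within 0.00203 to 1. Innate immune response (1.98-fold, adjusted exact p = 0.189) passed with DESeq2 (2.3-fold), within 0.0244 to 1. The over-representation of defense response to virus (2.6-fold, adjusted exact p = 0.166) passed with limma (4.02-fold), library size alone (2.87-fold) and without HFHS replicate 1 (2.64-fold), within 0.0091 to 0.839. Of the terms of Fig. 6C with a set to test, defense response (2.8-fold, adjusted exact p = 0.61) passed without NCD replicate 1 alone (5.35-fold, within 0.00191 to 1) and cytokine-mediated signaling pathway (2.55-fold, adjusted exact p = 0.451) in no setting run.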

Other observations

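The tests of the DEG numbers against other splits and against library size, of fat tissue for the metabolic genes, of the share of theca cells, luteal cells for Star and immune cells, and of immediate early genes were set before their results were seen. The other tests of this part were chosen only after the result was seen.

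The split by diet gave more DEGs (562) and more genes at an adjusted p under 0.05 (181) than any other split of the 8 ovaries, so 1 of the 35 splits reached each number. The same held for KEGG pathways at an adjusted p under 0.05 (1 of 35). The number of GO processes (5) was reached by 4 of the 35 splits, so for these chance is not excluded. With counts drawn down to the smallest total of 15584908, there were 561 DEGs, 506 of them shared, and 189 genes at an adjusted p under 0.05, which argues against library size as the source. With offsets for GC content and gene length (14465 genes, 99.9%) there were 563 DEGs, 530 of them shared, and the log2 fold changes had a rho of 0.134 with GC content and 0.016 with length across genes. A response to the diet stays open as a hypothesis, next to the explanations below.

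HFHS replicate 1 lay nearer to the NCD ovaries than the other HFHS ovaries did. On DEGs called without the ovary in question, with the NCD mean at 0 and the HFHS mean at 1, it was at 0.3, against 0.94, 0.73 and 0.96 for HFHS replicates 2 to 4, and NCD replicate 1 was at 0.44, against 0.22, 0.12 and 0.17. Without HFHS replicate 1 there were 990 genes at an adjusted p under 0.05 in edgeR's test. An exchange of the labels of NCD replicate 1 and HFHS replicate 1 might place the former near 1 and the latter near 0. On 971 genes called without both ovaries, NCD replicate 1 was at 0.42 and HFHS replicate 1 at 0.34. A split with these 2 ovaries exchanged gave 532 DEGs and 117 genes at an adjusted p under 0.05. On PC1 of FPKM, NCD replicate 1 had the lowest score of all ovaries (−3419). On PC1 of log2 CPM it had the highest score of the NCD ovaries (−4.01), above that of HFHS replicate 1 (−8.96). Exchanged labels and ovaries that differ less by diet cannot be told apart. On the called genes both ovaries lie between the diets, and the PC1 scores depend on the scale.

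The 13 mitochondrial genes hold 79.1% of the squared loadings of PC1, which held 81.4% of the variance. Without them PC1 held 56.5%, so a few abundant genes account for part of that share, and the diets were still apart (two-sided exact permutation test, p = 0.0286). Of the 13 genes, 12 were lower on the HFHS diet, 11 with an unadjusted p under 0.05 in edgeR's test and 2 with an adjusted one, with a median log2 fold change of −0.385 (from −0.683 to 0.088). Without NCD replicate 3 the NES of Oxidative phosphorylation was 0.83, and 21 of the 35 splits gave a score as large as the real one. The 110 nuclear genes of the set alone had an NES of 0.79 (permutation p = 0.865), with 56 genes lower and a median of −0.004. Mitochondrial transcripts alone are thus a candidate source of the lower score. Whether these follow the diet or the handling of the tissue was not tested.

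For the other sets of Fig. S3, the number of the 35 splits with a score as large was 1 for Estrogen signaling, 1 for TNF signaling, 1 for Linoleic acid metabolism, 4 for Pyruvate metabolism, 5 for Apoptosis, 7 for Circadian rhythm, 11 for Glycerolipid metabolism, 14 for PI3K-Akt signaling and 17 for Fatty acid degradation. The share was under 0.05 for the first 3, without adjustment over the sets. As many sets past 0.05 in the directions of the paper were found in 1 of the 35 splits, the real one. The paper reported these sets and directions from these same ovaries, which favours the real split. The splits thus do not exclude chance for these sets. Handling of the ovaries before freezing raises immediate early genes, of which 3 are in the TNF set. Without these the NES was 1.81 (permutation p = 5.9e-05, 104 genes), against 1.86 with all 107, but leaving out so few genes could hardly change the score. Of the list of 14 immediate early genes, 10 were higher, 5 genes had an unadjusted p under 0.05 in edgeR's test, and the list had a median log2 fold change of 0.112 (limma's camera, adjusted p over 16 lists = 0.141). Handling before freezing and a response to the diet cannot be told apart for the TNF set, because the handling is not stated and the score without these genes decides nothing.

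Cyp17a1 rose more than the other theca markers. These 7 rose by 0.293 on the mean log2 scale (two-sided exact permutation test, p = 0.0857), and Cyp17a1 by 3.741, or 3.447 beyond them (exact permutation p = 0.0286). This argues against a larger share of theca cells as the whole cause only as far as these markers follow that share, which was not tested. Part of the rise could come from a larger share, and the paper reports a thicker theca cell layer on the HFHS diet. With each ovary left out in turn, the log2 fold change of Insl3, which is among these markers, lay between 0.699 and 1.715. That of Cyp17a1 lay between 2.203 and 3.84. The theca list of 8 genes, 1 of which (Cyp17a1) is in Fig. 6E, had a median of 0.26 (limma's camera, adjusted p over 16 lists = 0.059), with 7 genes higher, and Aldh1a1 (2267 CPM on the NCD and 1978 CPM on the HFHS diet), Col1a1 (351 and 444) and Ptch1 (192 and 209) as the most abundant. Insl3 shares 61.8% of its words with the overlapping gene Jak3. Higher Cyp17a1 per theca cell stays open as a hypothesis.

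Star fell beyond the mean of the other 8 luteal markers by −0.825 on the log2 scale (two-sided exact permutation test, p = 0.0286), while these fell by 0.889 (exact permutation p = 0.0286). In the same test it fell beyond Cyp11a1 (−1.277) and beyond Hsd3b1 (−1.416). This argues against a smaller share of luteal cells as the whole cause of the lower Star only as far as these markers follow that share, which was not tested. The log2 fold changes of the luteal list ranged from −2.507 to −0.281, with Star at −1.609. Star less the other markers was 1.107 in HFHS replicate 1, just below the 1.119 of NCD replicate 4. A smaller share of luteal cells is thus not excluded and could account for part of the lower Star or more.

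A larger share of immune cells could raise the cytokine and immune sets. The mean log2 difference of the macrophage markers was −0.076 (two-sided exact permutation test, p = 0.571), but 5 of the 10 were higher and 5 lower, so a mean near 0 decides nothing. All 10 lay below a rise of 1.5-fold, 7 of them with an exact permutation p of 0.0286, which was also that of their mean. The nearest was Cd68 (log2 fold change 0.516), and without Cd163 (−1.21), the one that fell most, the mean difference was 0.048 (exact permutation p = 0.0286 against that rise). This argues against a larger share of macrophages as the whole cause. A change in one kind of macrophage was not tested. For the lymphocyte markers the difference from a 1.5-fold rise had an exact permutation p of 0.2. A rise in lymphocytes and a change within other cells cannot be told apart, because these markers have few counts (median 0.934 CPM). The macrophage list had a median of −0.019 (limma's camera, adjusted p over 16 lists = 0.604) and the lymphocyte list of 0.037 (adjusted p = 0.604 in the same test). All 8 neutrophil markers were below the filter, with at most 43 counts in total (S100a9), so no share of neutrophils was tested.

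Fat tissue collected with some NCD ovaries could lower metabolic genes on the HFHS diet. The 11 down-regulated DEGs of pyruvate metabolism, glycerolipid metabolism and fatty acid degradation that are no adipocyte marker fell by a median of 22.15 CPM, and all 11 fell by more than Adipoq (0.17 CPM), an abundant transcript of fat cells. This argues against fat as the source of the fall of these genes as a set. The fall of Acot12 (1.79 CPM) was no larger than those of Pck1 and Cfd, for which fat stays open, so Acot12 alone is not decided. Within the diets, r with Adipoq was 0.29 for Acss1, 0.12 for Acss2, −0.11 for Me1 and −0.07 for Ldhd (n = 8, exact permutation p of at least 0.54). Without the 2 farthest ovaries it was 0.64, −0.79, −0.82 and −0.59, so these relations decide nothing.

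Other lists did not pass the adjustment over the 16 lists (limma's camera). Granulosa markers, with Cyp19a1 and Hsd17b1 also in Fig. 6E, had a median log2 fold change of 0.403 (adjusted p = 0.0907), oocyte markers of −0.037 (0.824), oviduct epithelium of −0.27 (0.575) and ovulation response genes of 0.092 (0.886). Clock genes of the opposite phase had an adjusted p of 0.159 in the same test by limma. Of the sex-linked list, Ddx3y, Eif2s3y and Uty had 0 counts and Kdm5d had 38 over the 8 ovaries. All 4 lie on the Y chromosome, and the source of the Kdm5d counts, at most 7 in an ovary, was not tested. The 2 GO sets of Fig. S3 on steroid hormone receptors hold 2 and 1 annotated genes and were not run.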
